# Genome-Wide Identification of Target Genes for the Key B Cell Transcription Factor *Ets1*

**DOI:** 10.3389/fimmu.2017.00383

**Published:** 2017-04-07

**Authors:** Prontip Saelee, Alyssa Kearly, Stephen L. Nutt, Lee Ann Garrett-Sinha

**Keywords:** Ets1, target genes, ChIP-seq, RNA-seq, promoter, enhancer, autoimmunity

## Abstract

**Background:**

The transcription factor Ets1 is highly expressed in B lymphocytes. Loss of Ets1 leads to premature B cell differentiation into antibody-secreting cells (ASCs), secretion of autoantibodies, and development of autoimmune disease. Despite the importance of Ets1 in B cell biology, few Ets1 target genes are known in these cells.

**Results:**

To obtain a more complete picture of the function of Ets1 in regulating B cell differentiation, we performed Ets1 ChIP-seq in primary mouse B cells to identify >10,000-binding sites, many of which were localized near genes that play important roles in B cell activation and differentiation. Although Ets1 bound to many sites in the genome, it was required for regulation of less than 5% of them as evidenced by gene expression changes in B cells lacking Ets1. The cohort of genes whose expression was altered included numerous genes that have been associated with autoimmune disease susceptibility. We focused our attention on four such Ets1 target genes Ptpn22, Stat4, Egr1, and Prdm1 to assess how they might contribute to Ets1 function in limiting ASC formation. We found that dysregulation of these particular targets cannot explain altered ASC differentiation in the absence of Ets1.

**Conclusion:**

We have identified genome-wide binding targets for Ets1 in B cells and determined that a relatively small number of these putative target genes require Ets1 for their normal expression. Interestingly, a cohort of genes associated with autoimmune disease susceptibility is among those that are regulated by Ets1. Identification of the target genes of Ets1 in B cells will help provide a clearer picture of how Ets1 regulates B cell responses and how its loss promotes autoantibody secretion.

## Introduction

B cells are crucial contributors to immunity both by secreting specific antibodies and by serving as antigen-presenting cells. B cell immune responses and differentiation to antibody-secreting cells (ASCs) are controlled by the expression and activation of specific transcription factors at different stages and time points in B cell development and functional activation. For instance, the transcription factors Pax5, Ebf1, E2a (Tcf3), and Foxo1 are required for the development of B cell progenitors in the bone marrow and in mature and peripheral B cells (1–7). A different set of transcription factors including Blimp1 (Prdm1), Xbp1, and Irf4 are required for B cells to undergo ASC differentiation. Blimp1 stimulates immunoglobulin secretion and suppresses mature B cell gene expression (8, 9). Xbp1 is required for endoplasmic reticulum remodeling and high-level immunoglobulin production (10, 11). Irf4 is also required for ASC differentiation (12), although the mechanisms by which it does so are still under debate (13).

In addition to the transcription factors summarized above, various members of the Ets gene family also regulate B cell differentiation and function. The roles of six Ets proteins have been studied in detail in B lymphocytes, including Ets1 (14), Fli1 (15, 16), Gabpa (17), and the three related Ets family factors PU.1, SpiB, and SpiC (18, 19). Two additional Ets proteins, Elf3 (Ese1) and Elf4 (MEF) have been reported to affect B cell development or functional responses (20, 21), although their detailed roles in this process have not yet been identified.

Ets1, the prototypical member of the Ets gene family, is highly expressed in B cells and is necessary for maintaining them in a quiescent state, since lack of Ets1 leads to premature differentiation into ASCs (22, 23). This is accompanied by a loss of B cell tolerance to self-antigens (24). *Ets1^−/−^* mice also lack marginal zone type B cells, possibly because of depletion due to excessive differentiation to ASCs (23, 25). In keeping with a role for Ets1 in establishing B cell tolerance, *Ets1^−/−^* mice develop an autoimmune phenotype (23, 26) and single-nucleotide polymorphisms (SNPs) in the human *ETS1* gene have been highly implicated in a variety of autoimmune diseases (27, 28).

The most well-studied function of Ets1 in B cells is in regulating the formation of ASCs. One mechanism by which Ets1 regulates this process is by forming a protein–protein complex with Blimp1 resulting in the inhibition of Blimp1 DNA binding (22, 29). Ets1 may also regulate B cell differentiation through direct binding to target genes. To date, only a few such target genes of Ets1 have been identified in B cells, including *Pax5* (22, 29–37), which is crucial for maintaining mature B cell identity. In our study, we identify Ets1-binding sites in mouse B cells using ChIP-sequencing and identify gene expression changes in the absence of Ets1 using RNA-sequencing. Interestingly, many of these target genes are implicated in autoimmune responses, a cohort of which is tested for their ability to restore normal differentiation to *Ets1^−/−^* B cells. Restoring the normal expression levels of four of these Ets1 targets (Stat4, Ptpn22, Egr1 and Prdm1) failed to reverse the *Ets1^−/−^* B cell phenotype of excessive plasma cell differentiation in response to TLR ligands. Instead, restoring Stat4 and Ptpn22 resulted in increased plasma cell differentiation. Therefore, other targets of Ets1 or the combined actions of multiple targets may be crucial for regulating this B cell differentiation step.

## Materials and Methods

### Mice

Wild-type (WT) C57BL/6 mice were purchased from Jackson Laboratory. *Ets1^−/−^* mice (RRID:MGI: 3833458) and littermate WT controls used in this study were bred in our facility and maintained on a mixed genetic background of C57BL/6 × 129Sv because, on a pure C57BL/6 genetic background, the loss of Ets1 is lethal perinatally. The mutation in the Ets1 locus of these mice has previously been described (23, 38). Mice carrying the Prdm1-green fluorescent protein (GFP) allele that inactivates Blimp1 were obtained from Dr. Stephen Nutt (Walter and Eliza Hall Institute of Medical Research, Parkville, VIC, Australia) (39).

### B Cell Purification and ChIP-seq

Wild-type mouse B cells were purified from spleens of 3-month-old C57BL/6 male mice using negative selection with the Easysep mouse B cell isolation kit (Stem Cell Technologies). Purified B cells were rested for 1 h in complete media [RPMI 1640 + 10% fetal bovine serum, 1% pen/strep, 1% Glutamax (Gibco), and 50 μM β-mercaptoethanol] in a tissue culture incubator. After resting, cells were cross-linked by adding formaldehyde to a final concentration of 0.25% for 8 min. Fixed B cells were lysed and chromatin prepared according to the manufacturer’s protocol for the ChIP-IT High Sensitivity Kit (Active Motif). Chromatin was sonicated to yield fragments of an average size ~200–700 bp and immunoprecipitated with a rabbit polyclonal anti-Ets1 antibody (sc-350X, Santa Cruz) that has previously been used in chromatin immunoprecipitation assays (40–42). Two biological replicates were separately prepared and analyzed. The number of uniquely mapped reads for ChIP-seq was between 10 and 27 million for the Ets1 ChIP-seq and between 7 and 10 million for sequencing of the input.

Libraries were generated from the purified chromatin, and ChIP-sequencing was performed on input chromatin and Ets1-precipitated chromatin using an Illumina Hiseq2500 Sequencing System. The ChIP-seq data were found to be of good quality using the normalized strand coefficient and the relative strand correlation parameters as described previously (43). The reads were aligned to mouse mm9 genome assembly using Bowtie (44).

### Bioinformatics Analyses of ChIP-seq

We identified Ets1-bound regions using the MACS2 program (45). Peaks identified from each biological replicate were compared to input controls using the irreproducible discovery rate to identify reproducible Ets1-binding sites of which 10,391 were detected. Ets1-bound regions were annotated for enrichment at intergenic regions, promoters, exons, or introns using ChIPseeker (46). Overrepresented motifs in the peaks were analyzed using the findmotifgenome function in Homer (47). Locations of binding sites with respect to potential target genes were visualized in GenomeBrowser (https://genome.ucsc.edu/cgi-bin/hgGateway).

Ets1 consensus binding sites and other transcription factor-binding sites in the Ets1-bound regions were identified using PscanChIP (48). The regions were then aligned centered on the Ets1 consensus motif. ChIP-seq data for acetylated and methylated lysine variants of histone H3 in primary B cells were obtained from the GEO database and are reported in Ref. (49–51). The program ArchTex (52) was then used to map average histone modifications surrounding the Ets1 consensus-binding sites. As a control, ArchTex was also used to align histone modifications surrounding 60,000 random consensus Ets1-binding sites from regions not bound by Ets1 in ChIP-seq assays.

To test if Ets1 might co-regulate some of the same genes as Pax5, Tcf3 (E2A), or Irf4, we obtained ChIP-seq data for these factors in primary mouse splenic B cells, as reported in Ref. (51, 53, 54). We used Bedtools to identify the co-occurrence between peaks and common target sites for these transcription factors.

### RNA-seq Analysis

Spleens from female WT (C57BL/6) and Ets1 knockout mice (C57 × 129Sv) were used to prepare single cell suspensions, and quiescent follicular B cells were sorted from each population based on the following markers: B220^+^ CD23^hi^ CD21^low^ CD80^neg^ IgA^neg^ IgE^neg^ IgG1^neg^ IgG2a^neg^ IgG2b^neg^ IgG3^neg^ using FACSAria II cell sorter. Dead cells were gated out from the sorted population using Live/Dead Fixable Aqua dead cell stain (Molecular Probes). Total RNA was isolated from two biological replicates of sorted B cells and subjected to RNA-sequencing on an Illumina Hiseq2500 Sequencing System. Sequence reads (24–49 million per sample) were aligned to the mm9 genome assembly using the Tophat program, and differences in gene expression between samples were analyzed using Cuffdiff (55). For further analysis, we chose genes that showed a fold change between WT and *Ets1^−/−^* B cells of at least twofold [log_2_(FC) = 1.0 or more] and a *q* value of 0.05 or less. We excluded genes with a reported Fragments Per Kilobase of transcript per Million mapped reads (FPKM) of less than 1.0 in either genotype. CummeRbund was used to visualize the Cuffdiff analysis, including generating heat maps of gene expression levels.

Genes that showed an alteration in expression as described above were analyzed for their functions by DAVID software (56) to identify the most-relevant gene ontology (GO) terms that were significantly enriched. We used an EASE score equal to 0.05 and a count threshold of 5 to identify enriched pathways.

### RNA Isolation and Reverse Transcription-PCR

To validate RNA-seq data, we purified B cells from the spleens of 3-month-old male and female WT and *Ets1^−/−^* mice (C57BL/6 × 129Sv genetic background) by first using magnet beads (Stem Cell Technologies mouse B cell purification kit) followed by sorting mature naïve follicular B cell subset B220^+^ CD23^hi^ CD21^low^ CD11b^neg^ CD80^neg^ IgA^neg^ IgE^neg^ IgG1^neg^ IgG2a^neg^ IgG2b^neg^ IgG3^neg^. RNA was extracted from sorted B cells (*n* = 4 of each genotype) using Direct-zol RNA MiniPrep kits (Zymo Research). cDNA was synthesized from equal amounts of RNA using QuantiTect Reverse Transcription kit (Qiagen). Quantitative RT-PCR was performed using iQ SYBR Green Supermix (Bio-Rad). The sequences of primers used for RT-PCR were: *Slamf6* (Forward-CAGCTAATGAATGGCGTTCTAGG, Reverse-CTTAGGTTGATAACGAGGGCAG), *Egr1* (Forward-AACCGGCCCAGCAAGACACC, Reverse-TGGCAAACTTCCTCCCACAAAT), *Ptpn22* (Forward-AGCAAGCCTACAGAACGTG, Reverse-TCCAGAGGTGCGTTACATATTC), *Stat4* (Forward-TGGCAACAATTCTGCTTCAAAAC, Reverse-GAGGTCCCTGGATAGGCATGT), *Prdm1* (Forward-TGTGGTAATGTCGGGACTTTG, Reverse-TTCCTTTTGGAGGGATTGGAG), *Hprt* (Forward-CCTCATGGACTGATTATGGACAG, Reverse-TCAGCAAAGAACTTATAGCCCC), *Gapdh* (Forward-AATGGTGAAGGTCGGTGTG, Reverse-GTGGAGTCATACTGGAACATGTAG), and *Actb* (β-actin) (Forward-GCAGCTCCTTCGTTGCCGGTC, Reverse-TTTGCACATGCCGGAGCCGTTG). Gene expression was normalized to all three housekeeping genes (*Gapdh, Hprt*, and *Actb*) using Bio-Rad CFX Manager Software.

### Retroviral Transduction

Plasmids encoding mouse Stat4 (57) or human myc-tagged Ptpn22 (58) were obtained from Dr. John O’Shea (National Institutes of Health, Bethesda, MD, USA) or Dr. Dimitar Efremov (International Centre for Genetic Engineering and Biotechnology, Rome, Italy), respectively. The cDNAs were cut from the original plasmids and sub-cloned into the MIGR1 retroviral plasmid, which contains an internal ribosomal entry site (IRES) followed by GFP to allow easy identification of virally infected cells. The resulting plasmids were confirmed by sequencing. The MIGR1 plasmid encoding mouse Ets1 has been described previously (22). The plasmid used for Egr1 knockdown was generated by cloning a shRNA against Egr1 into the microRNA-30-adapted shRNAmir retroviral vector (MSCV-lmp) from Open Biosystems. Oligonucleotides with sense and antisense strands of an shRNA targeting nucleotides 2,314–2,336 of mouse Egr1 mRNA (NM_007913.5) were cloned into MSCV-lmp and confirmed by sequencing. MSCV-lmp also contains an IRES-GFP module that can be used for detecting transduction. A retroviral plasmid containing a shRNA against Prdm1 in MSCV-lmp, where the GFP gene was substituted with a GFP variant Ametrine (59), was obtained from Dr. Matthew E. Pipkin (The Scripps Research Institute, Jupiter, FL, USA).

Retroviral plasmids were used to transfect the Plat-E packaging cell line along with the plasmid pCL-Eco (which contains additional copies of the viral structural genes) using Fugene-6. The retroviral supernatant was harvested after 48 h of transfection and used to infect WT or *Ets1^−/−^* B cells that were purified using anti-B220 microbeads (Miltenyi Biotec) and stimulated with 10 μg/ml of lipopolysaccharide (LPS) for 24 h. The infected B cells were subsequently returned to fresh medium containing LPS. Forty-eight hours later, B cells were stained for flow cytometry with antibodies to B220 and CD138. Just prior to flow cytometry, 7AAD was added to allow exclusion of dead cells from analysis. Flow cytometry data were collected on a BD LSR II flow cytometer and analyzed using FlowJo software.

To test viral gene expression, infected cells were harvested to make lysates. For the Stat4-virus infected cells, we detected expression in the packaging cell line Plat-E as well as in sorted GFP^+^ virally-infected B cells. For the other constructs, we used unsorted, infected B cells to make lysates. Protein expression was analyzed by Western blotting using the following monoclonal antibodies: anti-Ptpn22 (clone D6D1H; Cell Signaling Technology), anti-Egr1 (clone T.126.1; Thermo Fisher Scientific), anti-Stat4 (clone C46B10; Cell Signaling Technology), anti-Blimp1 (clone 6D3; EMD Millipore), and anti-GAPDH (clone 6C5; EMD Millipore).

### Statistical Analysis

Statistical analysis for qPCR and ELISPOT assays were performed using GraphPad Prism software. *p*-Value was calculated using unpaired Student’s *t*-test with two-tailed *p-*value or with the Mann–Whitney *U*-test.

## Results

### Identification of Ets1-Binding Sites in the Chromatin of B Cells

To gain insight into how Ets1 mechanistically regulates B cell differentiation, we assessed its genome-wide occupancy by chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) using chromatin derived from mouse mature B cells. Purified splenic B cells showed enhanced phosphorylation of Ets1 based on SDS-PAGE mobility when compared to whole spleen (Figure 1A). This shift in mobility arises from calcium-induced CAM kinase-dependent serine phosphorylation (34, 60) and results in inhibition of Ets1 DNA binding (61). In order to restore Ets1-binding activity, we rested the B cells for 1–2 h, which resulted in normalization of Ets1 phosphorylation status (Figure 1A). After the resting period, purified B cells were fixed and sonicated.

**Figure 1:**
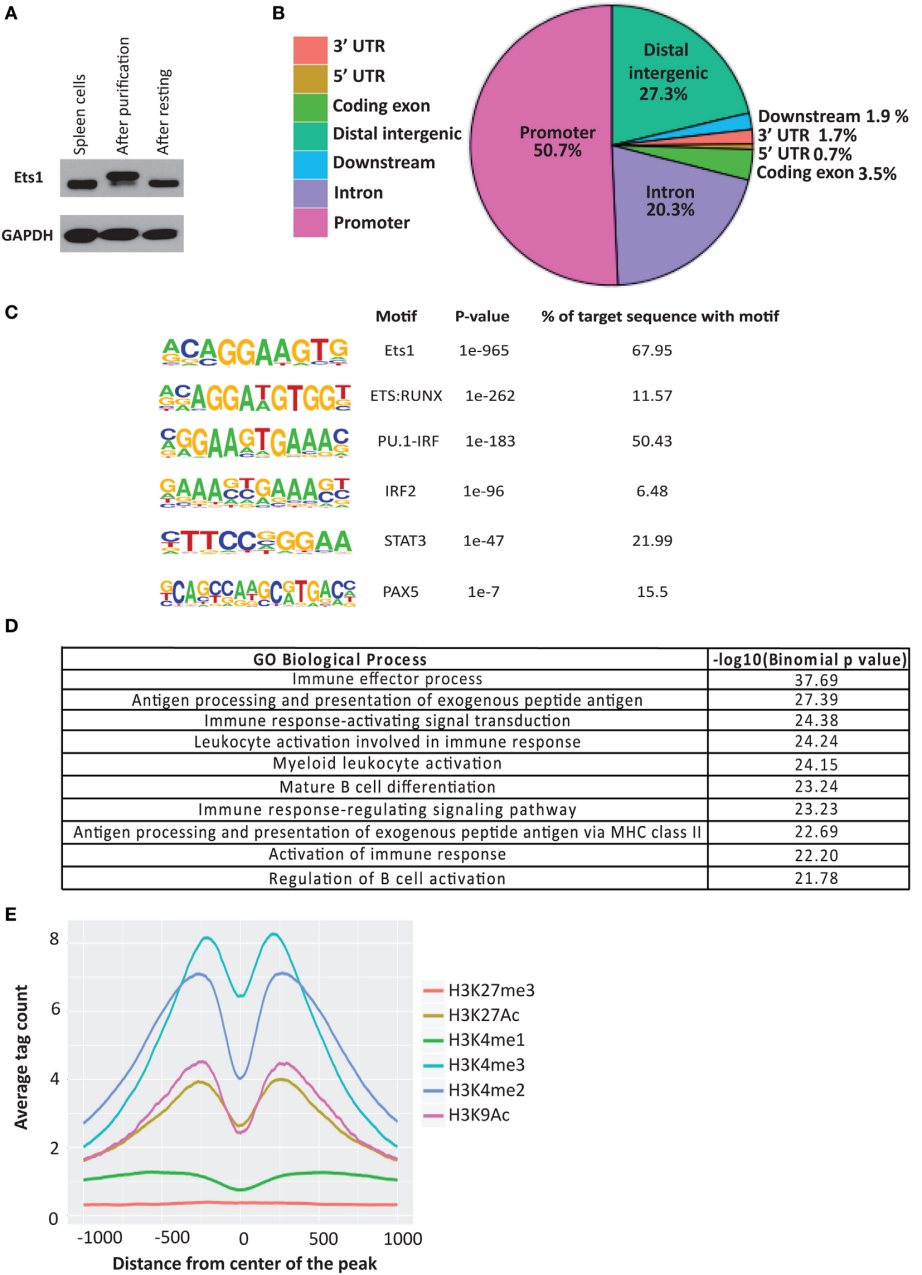
**Identification of Ets1-binding sites in mouse B cells**. **(A)** Western blot to show phosphorylation of Ets1 in freshly isolated B cells versus rested B cells. GAPDH serves as loading control. **(B)** Pie chart of location of Ets1 sites in the genome. **(C)** Motifs enriched in Ets1-bound regions. Shown are overrepresented transcription factor-binding motifs localized in the Ets1 peaks and the percent of sites with that motif. **(D)** Gene ontology biological terms associated with Ets1-binding peaks in B cells. **(E)** Analysis of epigenetic features surrounding Ets1-bound regions by mapping adjacent histone modifications. Data come from the ENCODE Consortium or from the studies described in Ref. (50, 51).

B cell chromatin was immunoprecipitated with an anti-Ets1 antibody that has been used previously in chromatin immunoprecipitation (40–42). We identified 10,391 reproducible peaks of Ets1 binding, which target 8,975 genes in B cells (GEO dataset: GSE83758). Among Ets1-bound regions, approximately half are in the promoters of the genes (within 3 kb of the transcriptional start site). An additional 20% are in the introns of genes and about 27% are located in distal intergenic regions that may represent enhancers or silencers (Figure 1B). Less than 10% of Ets1-binding sites were detected in coding exons, the 5’ or 3’ UTRs of genes or within 3 kb downstream of target genes. We identified the consensus Ets1-binding motif in 68% of target sites (Figure 1C). Additional transcription factor motifs that were enriched in the Ets1-bound regions include combined ETS-RUNX sites, combined PU.1-IRF sites, IRF2 sites, STAT3 sites, and PAX5 sites (Figure 1C).

Pax5 is a key transcription factor that regulates B cell identity and limits differentiation to ASCs (62, 63). We have previously implicated Ets1 in controlling Pax5 levels in B cells (22, 29). Indeed, examination of the ChIP-seq peaks of Ets1 showed several peaks in the *Pax5* gene including one in the proximal promoter and several in introns of the gene including two strong peaks in intron 5 where a B cell-specific enhancer of *Pax5* has been described (64) (Figure S1 in Supplementary Material). These observations support the idea that Ets1 may directly regulate expression of the *Pax5* gene. Several strong Ets1-binding peaks were also detected near the *Prdm1* gene, which encodes Blimp1 (Figure S2 in Supplementary Material). Although these regions are not associated with any known regulatory elements, they are enriched in H3K4me1 and H3K27Ac marks indicative that they may represent functional regulatory elements. When examining other genes that have been previously described as Ets1 targets [such as those encoding *Cd79a* (Igα), *H-2Aa* and *H-2Eb1* (isoforms of MHC II), and *Nfkb1* (p50)], we found that each gene contained nearby Ets1-binding sites (Figure S3 in Supplementary Material) and, therefore, is potentially regulated by Ets1 *in vivo*.

### Analysis of Patterns of Ets1 Binding in B Cells

To understand how Ets1 might regulate B cell responses, we analyzed pathways associated with Ets1 binding. Ets1-binding peaks were enriched in genes associated with immune response, antigen processing and presentation, immune signaling pathways, and mature B cell differentiation (Figure 1D). Interestingly, Ets1-binding peaks are located near a large number of genes involved in the BCR signaling cascade (Figure S4 in Supplementary Material). Additional non-immune pathways enriched in Ets1-binding sites included genes involved in processing of non-coding RNA, protein folding, and apoptosis (data not shown).

The ENCODE project has mapped histone modifications and transcription factor-binding sites for various human and mouse cell lines (65, 66). In mature primary mouse B cells, data are available for the H3K27me3 modification (49). In addition, two research groups have mapped histone modifications (H3K4me1, H3K4me2, H3K4me3, H3K9Ac, H3K27Ac, and H3K27me3) in primary mouse B cells (50, 51). We tested whether any of these histone marks showed enrichment near the Ets1-binding peaks as compared to random chromatin. We found that peaks of H3K4me3 (associated with promoters) were strongly enriched on either side of the peak Ets1-binding locus (Figure 1E). Similarly, peaks of H3K4me2, H3K9Ac, and H3K27Ac (associated with both promoters and enhancers) were also strongly enriched flanking the Ets1-binding sites. Weaker enrichment of H3K4me1 (associated with enhancers) was also observed flanking Ets1-binding sites, while there was no enrichment of H3K27me3 (associated with repressed genes) near Ets1-binding peaks. None of the histone marks showed specific enrichment when random chromatin regions were used (not shown). These data indicate that binding of Ets1 is strongly associated with active promoters and enhancers of genes, but is associated weakly if at all with repressed sites.

ChIP-seq datasets are also available for Pax5 in mouse mature splenic B cells (51). We compared the binding sites of Pax5 with those bound by Ets1 to identify genes that might be co-regulated. There were 4,590 overlapping peaks common between Ets1 and Pax5 (Figure 2A), representing ~44% of all Ets1-bound regions and ~45% of all Pax5-bound regions. Among the genes having peaks for both Ets1 and Pax5 are some that encode genes that are crucial for B cell biology including CD79a, ICOS ligand, Foxp1, PLCγ2, and Vav1. Ontology enrichment analysis of the identified common targets of Ets1 and Pax5 indicate that they are associated with immune system activation and effector processes (not shown). This suggests that there is a strong overlap in function of Ets1 and Pax5 in B cells.

**Figure 2:**
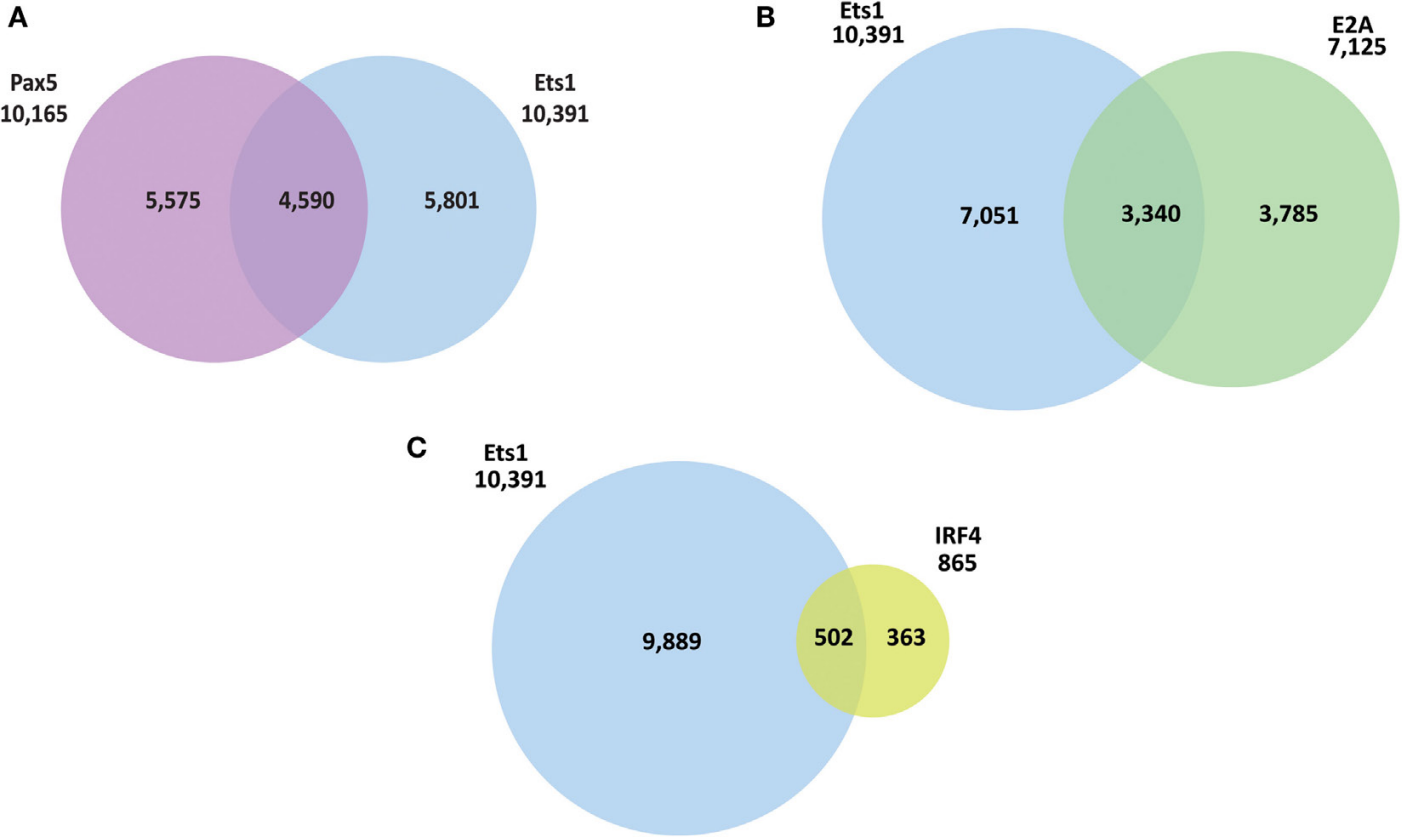
**Ets1-binding sites overlap with those of other B cell transcription factors**. Venn diagrams to show overlap between Ets1-bound regions in primary mouse B cells with **(A)** Pax5-bound regions, **(B)** E2A-bound regions, and **(C)** Irf4-bound regions. Pax5, E2A, and Irf4 ChIP-seq data come from studies described in Ref. (51, 53, 54).

Binding sites for Tcf3 (E2A) (53) and Irf4 (54) have also been mapped in primary B cells. We found that ~47% of E2A-binding sites overlap with those of Ets1 (Figure 2B). These overlapping binding sites include genes such as *Cd19, Blnk*, and *Rasgrp1*. With Irf4, relatively few (865) binding sites were detected in primary naïve B cells (Figure 2C). However, of these 865 sites, ~58% overlap with Ets1-binding sites, including sites in important B cell genes such as *Cxcr4, Cxcr5, Lyn, Pax5, Ebf1*, and *Foxo1*. Overall, these studies show that Ets1 is targeted to promoters and/or enhancers of genes important for B cell activation and differentiation and can potentially co-regulate such genes along with other B cell transcription factors like Pax5, E2A, and Irf4.

### Identification of Changes in Gene Expression in the Absence of Ets1

The presence of a binding site for a transcription factor does not always correlate with its ability to activate or repress transcription from the gene. To better identify genes in B cells whose expression directly depends on Ets1, we performed RNA-sequencing using RNA isolated from WT and *Ets1^–/−^* splenic B cells (GEO Dataset: GSE83797). One potential complicating factor is that *Ets1^−/−^* mice have different B cell composition in the spleen, because they lack marginal zone B cells and their follicular B cells (1) have a more activated phenotype, (2) undergo altered isotype-switching, and (3) differentiate at higher rates to ASCs than their WT counterparts (23, 25, 26, 36, 67). Therefore, to compare similar populations of B cells from WT and *Ets1^−/−^* mice, we used flow cytometry to isolate follicular B cells (B220^+^ CD23^hi^ CD21^low^) that were not activated (CD80^neg^) and had not undergone class-switching (IgA^neg^ IgE^neg^ IgG1^neg^ IgG2a^neg^ IgG2b^neg^ IgG3^neg^) (Figure 3A). We avoided sorting B cells based on surface levels of IgM or IgD, because we did not want to activate the cells by cross-linking the antigen receptor. 

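RNA of follicular B cells sorted from the spleens of female WT and *Ets1-/-* mice was sequenced, giving 4 libraries with 2 biological replicates per genotype. The WT mice were C57BL/6 and the *Ets1-/-* mice were of the mixed background between C57BL/6 and a second strain that the methods give, so strain and genotype change together in these libraries. For each library the authors deposited 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped reads of the library) per gene symbol, made by aligning the reads to the mm9 genome with Tophat and estimating expression with Cuffdiff. Each file holds 23309 entries, of which 4 with a repeated symbol were left out, leaving 23305 genes. The number of reads behind each value is not part of the files. At an FPKM under 0.05 a gene rests on very few fragments, and the ratios of such genes between libraries pile up at the inverse ratio of their depths, which gave an approximate relative depth of 1.00 for WT replicate 1, 1.75 for WT replicate 2, 1.67 for *Ets1-/-* replicate 1 and 0.876 for *Ets1-/-* replicate 2, resting on between 602 and 806 such genes per comparison, of which 28.8% to 41.2% lay within 0.05 (log2) of the shared ratio. Each genotype thus has 1 deeper and 1 shallower library. Between 10469 and 10716 entries per library had an FPKM of at least 1. Expression was compared on the log2(FPKM + 1) scale with limma, which used 10949 genes with a mean FPKM of at least 1 in either genotype and adjusted p-values by the Benjamini-Hochberg method. A gene was called changed at an absolute log2 fold change of at least 1 and an adjusted p of 0.05 or less, and adding 1 to each FPKM understates the change of genes with low values. In simulated data with the spread of these libraries, 90% of 200 genes changed 4-fold were called and 0% of 200 genes changed 2-fold, with 12 false calls among the 192 calls of the 4-fold simulation. In each simulation these 200 genes were the only changed ones, all by the same fold on the log2(FPKM + 1) scale. The real data also hold larger changes, which ease the adjusted p of smaller ones, so the 0% is not the share recovered here. Ets1 itself, on chromosome 9 from 32443806 to 32565405 of mm9 on the plus strand, had an FPKM of 231 and 275 in the WT replicates and of 229 and 229.8 in the *Ets1-/-* replicates. Its log2 fold change of -0.14 (standard error 0.17) had an adjusted p of 0.860 from limma with Benjamini-Hochberg adjustment. The coverage tracks in Figure S5 show the *Ets1-/-* transcript without reads over 1 exon and with reads over the other exons, so the FPKM of the whole gene does not check which libraries are *Ets1-/-*.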

Total RNA was prepared from sorted B cell subsets from each genotype and subjected to deep sequencing.

**Figure 3:**
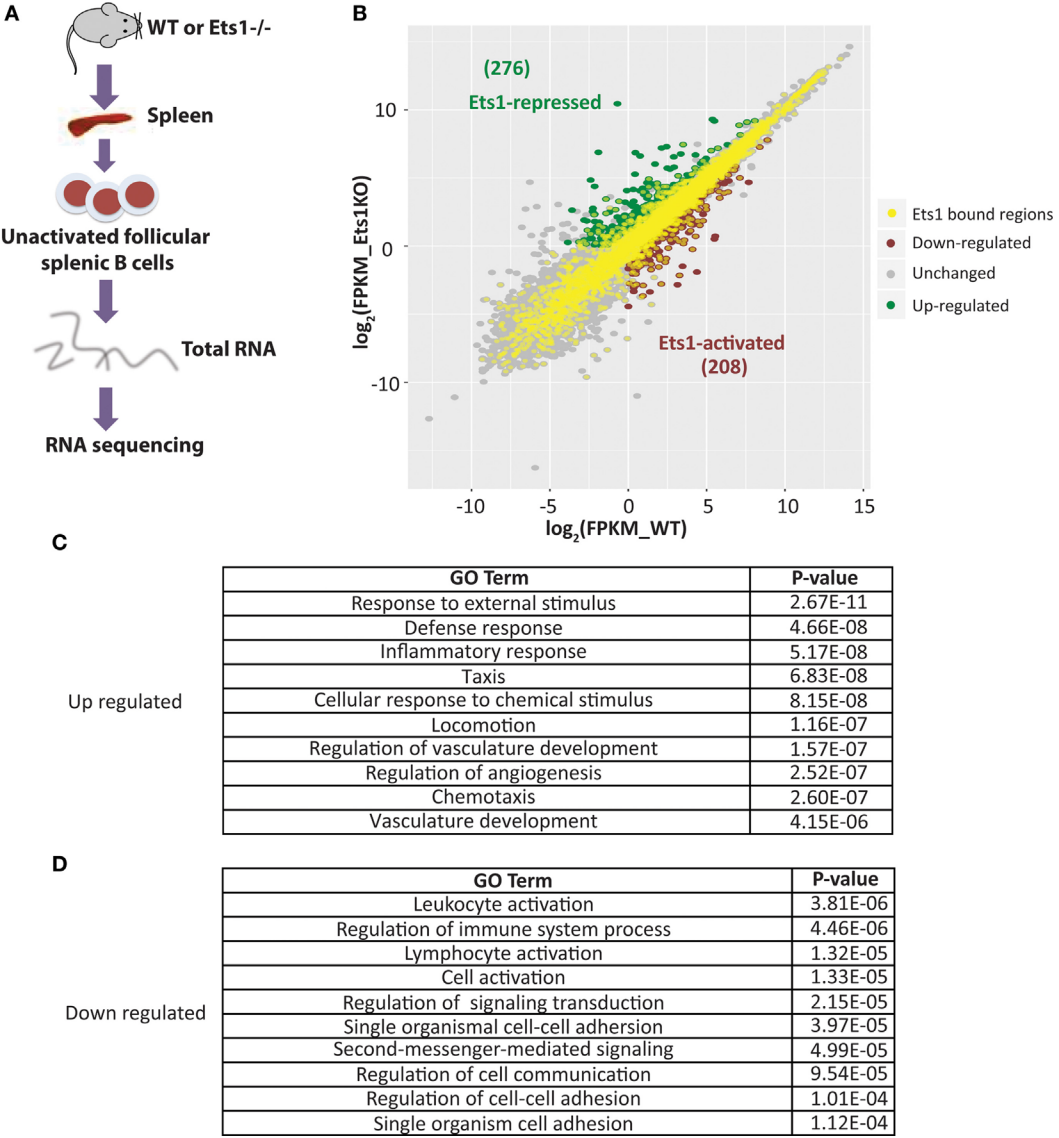
**Identification of genes whose expression in B cells requires Ets1**. **(A)** Scheme to isolate naive follicular B cells from the spleens of wild-type (WT) and *Ets1^−/−^* mice (*n* = 2 samples/genotype). **(B)** Scatterplot analysis of differential gene expression in WT and *Ets1^−/−^* B cells. Genes that are upregulated (Ets1-repressed) in *Ets1^−/−^* cells are shown as green dots, while genes that are downregulated (Ets1-activated) are shown as red dots. Gray dots are genes whose expression does not change and/or whose expression is less than 1.0 FKPM in both cell types. Dots with yellow centers are the genes that show an associated Ets1-binding site by ChIP-seq. Pathway analysis of genes repressed **(C)** and activated **(D)** by Ets1. The top 10 GO terms ranked according to *p*-value are shown for both Ets1-repressed and Ets1-activated genes.

We identified a list of genes that showed at least a twofold change in expression between WT and *Ets1^−/−^* B cells with a *q*-value of 0.05 or less and with a FPKM value of at least 1.0 in either genotype. Using these criteria, 484 genes showed altered expression in the absence of Ets1 (Figure 3B). 

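Of the 10949 genes tested, 186 passed both thresholds, an absolute log2 fold change of at least 1 on the log2(FPKM + 1) scale and an adjusted p of 0.05 or less from limma with Benjamini-Hochberg adjustment. In all 186 genes both *Ets1-/-* values lay on the same side of both WT values, as these thresholds require with 2 libraries per genotype. Without the 2-fold minimum 190 genes passed, and 387 genes changed at least 2-fold at an unadjusted p under 0.05. The spread between replicates differed by genotype, with a median absolute log2 difference of 0.126 between the WT replicates and 0.259 between the *Ets1-/-* replicates. At least a 2-fold difference was found for 171 genes between the WT replicates and for 314 genes between the *Ets1-/-* replicates. With the replicate number as a block, 266 genes passed. Same-numbered replicates deviated from their genotype means in opposite directions, with a correlation across genes of -0.21, and with the crossed pairing as a block, which pairs the 2 deeper and the 2 shallower libraries and was chosen after seeing the data, 409 genes passed. The alternative that moved the count most dropped the test and also replaced the log2(FPKM + 1) scale by the ratio of mean FPKM. By that ratio 803 genes changed at least 2-fold, of which 696 had no overlap between the genotypes. Without the test but on the log2(FPKM + 1) scale the count was 512.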

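Lower expression in *Ets1-/-* B cells was found for 90 of the 186 changed genes, or 48.4%. With the replicate number as a block the number that fell was 112. Map3k19 fell from 8.84 ± 0.0998 FPKM (SD, n = 2) in WT to 0.140 ± 0.00555 FPKM (SD, n = 2) in *Ets1-/-* B cells, with a log2 fold change of -3.11 (standard error 0.15, adjusted p = 0.00235 from limma with Benjamini-Hochberg adjustment). Before any test, 213 genes were lower by at least 2-fold on the log2(FPKM + 1) scale.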

Of these, the expression of 208 genes (43%) was downregulated in the absence of Ets1, suggesting that Ets1 activates the expression of those genes. 

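Expression was higher in *Ets1-/-* B cells for 96 of the 186 changed genes, or 51.6%, and for 154 genes with the replicate number as a block. Lgals3, on chromosome 14 from 47987426 to 48005835 of mm9, rose from 6.32 ± 0.274 FPKM (SD, n = 2) in WT to 50.1 ± 4.17 FPKM (SD, n = 2), a log2 fold change of 2.80 (standard error 0.14) with an adjusted p of 0.00254 from limma with Benjamini-Hochberg adjustment. Before any test, 299 genes were higher by at least 2-fold on the log2(FPKM + 1) scale. Changed genes of both directions had a shorter median exon length, 2766 bases, than the other tested genes, 3595 bases.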

The expression of 276 genes (57%) was upregulated in the absence of Ets1, suggesting that Ets1 might repress these genes (Figure 3B). 

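On the log2(FPKM + 1) scale 113 of the 186 changed genes, or 60.8%, changed less than 4-fold, and the median absolute log2 fold change was 1.72. This scale draws the changes of low genes towards 0. By the ratio of mean FPKM, the larger mean over the smaller, 66 of the same genes, or 35.5%, changed less than 4-fold and the median ratio was 5.63. In the simulated data 2-fold changes passed the thresholds less often than 4-fold changes, so both shares describe the genes that passed. Real genes near 2-fold did pass, such as Gimap4 with a log2 fold change of -1.12 (adjusted p = 0.0487 from limma with Benjamini-Hochberg adjustment). From the direction of the changes in the absence of Ets1, the paper proposes that Ets1 activates the genes that fell and might repress the genes that rose.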

Overall, the changes in expression of potential Ets1 target genes were mostly moderate (typically in the range of twofold to fourfold differences between WT and *Ets1^−/−^*). 

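Pax5, on chromosome 4 from 44544017 to 44724318 of mm9 on the minus strand, had an FPKM of 219.7 ± 9.01 (SD, n = 2) in WT and 235 ± 48.0 (SD, n = 2) in *Ets1-/-* B cells. Its log2 fold change of 0.08 (standard error 0.20) had an adjusted p of 0.943 from limma with Benjamini-Hochberg adjustment, and 1 *Ets1-/-* replicate lay above and the other below both WT replicates, at 269 and 201 FPKM. With each replicate left out in turn the log2 fold change ranged from -0.13 to 0.29, so its sign is not settled by these 4 libraries, and it was -0.04 after quantile normalization. Ppia, the gene shown beside Pax5 in Figure S5, lies on chromosome 11 from 6315446 to 6319820 and had an FPKM of 1815 ± 68.3 (SD, n = 2) in WT and 2085 ± 290.0 (SD, n = 2) in *Ets1-/-* B cells. The log2 fold change of Ppia was 0.19 (standard error 0.24, adjusted p = 0.856 from limma with Benjamini-Hochberg adjustment), and -0.10 after quantile normalization.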

Unexpectedly, we found that the Pax5 gene was not one of those genes whose expression was altered in the absence of Ets1 (Figure S5 in Supplementary Material). 

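From the heat map of Figure S6A, which shows genes of inflammatory and chemotaxis pathways, 44 genes were analysed, and all 44 were higher in *Ets1-/-* than in WT B cells by their mean, 43 of them without overlap between the genotypes. Their median log2 fold change on the log2(FPKM + 1) scale was 1.18, with a range from 0.52 to 4.55. At least a 2-fold rise on this scale was found for 30 genes, 39 had an unadjusted p under 0.05, and 8 passed both thresholds, namely Ngp, Ltf, Camp, Orm2, Lgals3, Plscr1, Ccl22 and Nod2. With the replicate number as a block, 21 of the 44 passed. The genes were selected by the paper as upregulated, so these numbers describe the list and do not test an enrichment. Camp, on chromosome 9 from 109749889 to 109751970 of mm9, rose from a mean FPKM of 4.37 in WT to 224 and 69.2 in the *Ets1-/-* replicates, a log2 fold change of 4.55 (standard error 0.54, adjusted p = 0.0301 from limma with Benjamini-Hochberg adjustment). S100a8, on chromosome 3 from 90472993 to 90473956, had an FPKM of 41.5 ± 3.39 (SD, n = 2) in WT and of 1003 and 254 in the *Ets1-/-* replicates, and its adjusted p of 0.0767 from limma with Benjamini-Hochberg adjustment did not pass. At least a 2-fold higher FPKM in *Ets1-/-* replicate 1 than in *Ets1-/-* replicate 2 was found for 17 of the 44 genes, and the reverse for 3. Of the 44 genes, 8, including Camp and S100a8, are on a list of neutrophil granule genes.

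**Figure D1:**
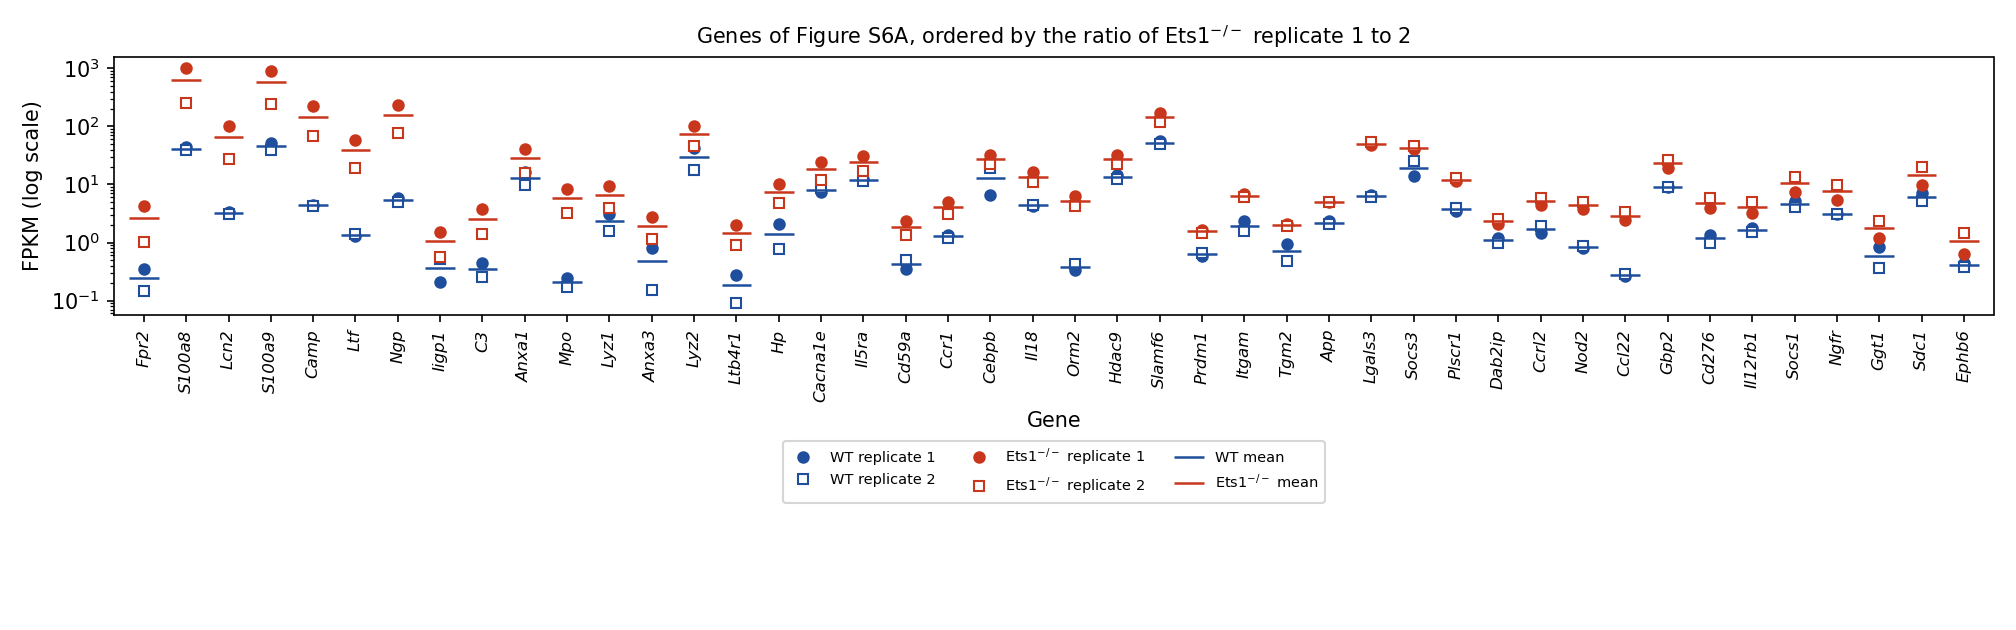
FPKM on a log scale (vertical axis) of the 44 genes of Figure S6A analysed here (horizontal axis), ordered from the highest to the lowest ratio of *Ets1-/-* replicate 1 to replicate 2, with a circle for replicate 1, a square for replicate 2 and a line for the mean of each genotype. At the left end the *Ets1-/-* replicates lie far apart, as for S100a8 at 1003 and 254 FPKM.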

Functional annotation of the molecular pathways that are overexpressed in *Ets1^−/−^* B cells (i.e., pathways repressed by Ets1) showed that they were predominantly associated with inflammatory responses and chemotaxis (Figure 3C; Figure S6A in Supplementary Material). In contrast, the molecular pathways that are under-expressed in *Ets1^−/−^* B cells (pathways activated by Ets1) were associated with immune cell signal transduction and activation (Figure 3D; Figure S6B in Supplementary Material). Thus, Ets1 is an important regulator of B cell functions by both positively and negatively regulating various aspects of the immune response.

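Of the genes shown in the heat map of Figure S6B 29 were analysed, and all 29 were lower in *Ets1-/-* than in WT B cells, without overlap between the genotypes and each with an unadjusted p under 0.05. Their median log2 fold change was -1.32, ranging from -3.12 to -0.79, and 24 fell at least 2-fold on the log2(FPKM + 1) scale. Both thresholds were passed by 13 genes, and by 17 with the replicate number as a block. Apoe, on chromosome 7 from 20281458 to 20284515 of mm9, fell from 206 ± 18.9 FPKM (SD, n = 2) to 25.6 ± 11.2 FPKM (SD, n = 2), a log2 fold change of -3.03 (standard error 0.31) with an adjusted p of 0.0212 from limma with Benjamini-Hochberg adjustment. Thy1 fell from 16.8 ± 0.870 FPKM (SD, n = 2) to 3.39 ± 0.00910 FPKM (SD, n = 2), with a log2 fold change of -2.02 and an adjusted p of 0.00658 from limma with Benjamini-Hochberg adjustment. Thy1 lies on chromosome 9 from 43851467 to 43856662, within 20 Mb of Ets1. These genes too were selected by the paper for their change, and 4 of the 29 were at least 2-fold higher in *Ets1-/-* replicate 1 than in replicate 2.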

### Genes Implicated in Autoimmunity Are among Those Controlled by Ets1

We compared the ChIP-seq dataset that contained binding sites for Ets1 to the RNA-seq dataset that showed which genes changed expression in *Ets1^−/−^* B cells to find genes that might be directly regulated by Ets1. There were 263 genes that contained a nearby Ets1-binding peak and showed an alteration in expression in the absence of Ets1 (Figure 4A). This represents ~3% of genes containing Ets1-binding peaks. Among these genes, 137 (~52%) are activated by Ets1 and 126 (~48%) are repressed by Ets1. Examining the list of 263 genes, we identified numerous putative Ets1 target genes where SNPs have been associated with autoimmune disease susceptibility (Table 1). 

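Table 1 lists 18 genes, 12 downregulated and 6 upregulated in *Ets1-/-* B cells. By the mean FPKM all 18 changed in the listed direction, without overlap between the genotypes, and the ratio of the higher to the lower mean ranged from 2.04 to 5.24. An unadjusted p under 0.05 was found for 17 of them. Both thresholds were passed by 7, namely Antxr2, Gimap4, Nod2, Pde2a, Tlr1, Traf1 and Zmiz1, and the other 11 had an adjusted p between 0.0507 and 0.507 from limma with Benjamini-Hochberg adjustment. With the replicate number as a block 9 passed, without Gimap4 and with Itgam, Stat4 and Slamf6. Traf1, on chromosome 2 from 34797270 to 34817292 of mm9, fell from 31.6 ± 1.19 FPKM (SD, n = 2) to 6.42 ± 0.0606 FPKM (SD, n = 2), a log2 fold change of -2.13 (standard error 0.13, adjusted p = 0.00462 from limma with Benjamini-Hochberg adjustment). Nod2, on chromosome 8 from 91171214 to 91212373, rose from 0.843 ± 0.0502 FPKM (SD, n = 2) to 4.42 ± 0.822 FPKM (SD, n = 2), and its log2 fold change of 1.55 on the log2(FPKM + 1) scale is smaller than its ratio of means, the 5.24 above. By the ratio of the *Ets1-/-* replicates, Cr2 (2.17) and Zc3h12c (2.24) had the widest spread of the 18 genes. Cr2, on chromosome 1 from 196963005 to 197002909, fell from 109 ± 10.2 FPKM (SD, n = 2) to 47.5 ± 24.9 FPKM (SD, n = 2) with an adjusted p of 0.216 from limma with Benjamini-Hochberg adjustment. Zc3h12c, on chromosome 9 from 51920090 to 51976216, was at 2.02 ± 0.658 FPKM (SD, n = 2) in WT and 4.14 ± 2.24 FPKM (SD, n = 2) in *Ets1-/-* B cells, a difference no larger than the spread of the *Ets1-/-* replicates.

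**Figure D2:**
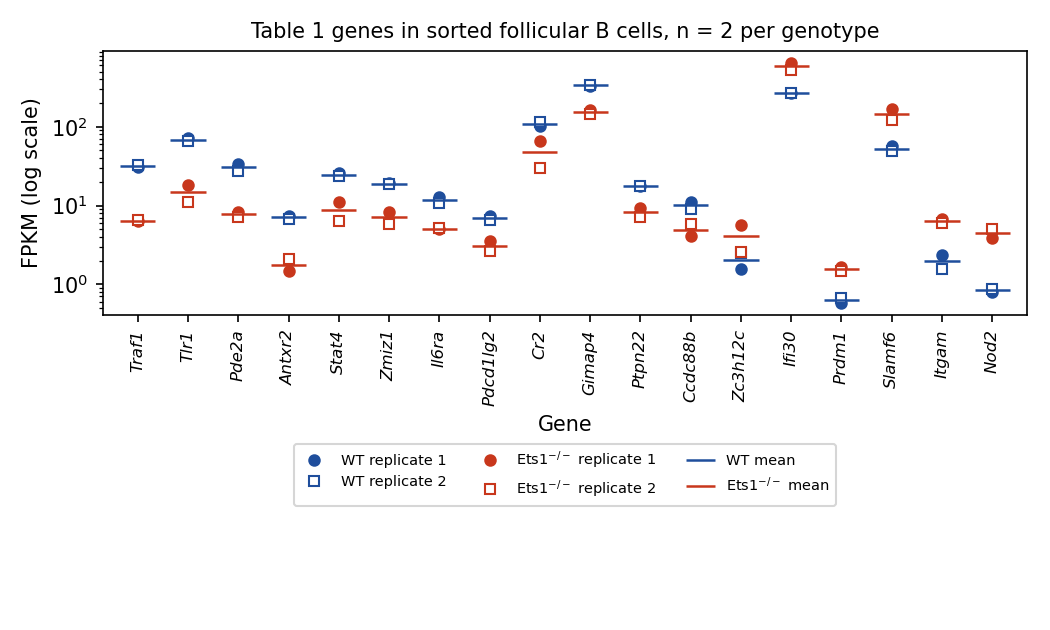
FPKM on a log scale (vertical axis) of the 18 genes of Table 1 (horizontal axis), ordered from the largest fall to the largest rise, with a circle for replicate 1, a square for replicate 2 and a line for the mean of each genotype. The replicates of a genotype lie close together for Traf1, with *Ets1-/-* means of 6.42 FPKM against 31.6 in WT, and apart in *Ets1-/-* B cells for Cr2 and Zc3h12c.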

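Tlr1, Traf4 and Ltk fell in *Ets1-/-* B cells past both thresholds, while Il5ra rose without passing them. Tlr1, on chromosome 5 from 65316050 to 65324000 of mm9, went from 68.8 ± 3.17 FPKM (SD, n = 2) in WT to 14.8 ± 5.03 FPKM (SD, n = 2), a log2 fold change of -2.18 (standard error 0.25, adjusted p = 0.0266 from limma with Benjamini-Hochberg adjustment). Traf4, on chromosome 11 from 77972001 to 77979091, went from 22.4 ± 0.410 FPKM (SD, n = 2) to 9.04 ± 0.390 FPKM (SD, n = 2), a log2 fold change of -1.22 with an adjusted p of 0.0239 from the same limma fit with Benjamini-Hochberg adjustment. For Ltk, on chromosome 2 from 119577056 to 119586167, the FPKM was 9.65 ± 0.137 (SD, n = 2) in WT and 0.225 ± 0.0939 (SD, n = 2) in *Ets1-/-* B cells. The log2 fold change of Ltk was -3.12 (standard error 0.15) and its adjusted p from limma with Benjamini-Hochberg adjustment was 0.00254. Il5ra, on chromosome 6 from 106660378 to 106695103, had an FPKM of 11.9 ± 0.575 (SD, n = 2) in WT and of 31.3 and 17.1 in the *Ets1-/-* replicates, a ratio of means of 2.03. On the log2(FPKM + 1) scale Il5ra rose by 0.91 (standard error 0.29), with an adjusted p of 0.259 from limma with Benjamini-Hochberg adjustment.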

Additional Ets1 target genes include ones important for immune function such as *Il5ra, Tlr1, Traf4*, and *Ltk*, but that not yet been implicated as susceptibility loci for autoimmune disease. In further studies, we focused on those genes listed in Table 1, because of their known associations with immune regulation and autoimmune disease susceptibility.

**Figure 4:**
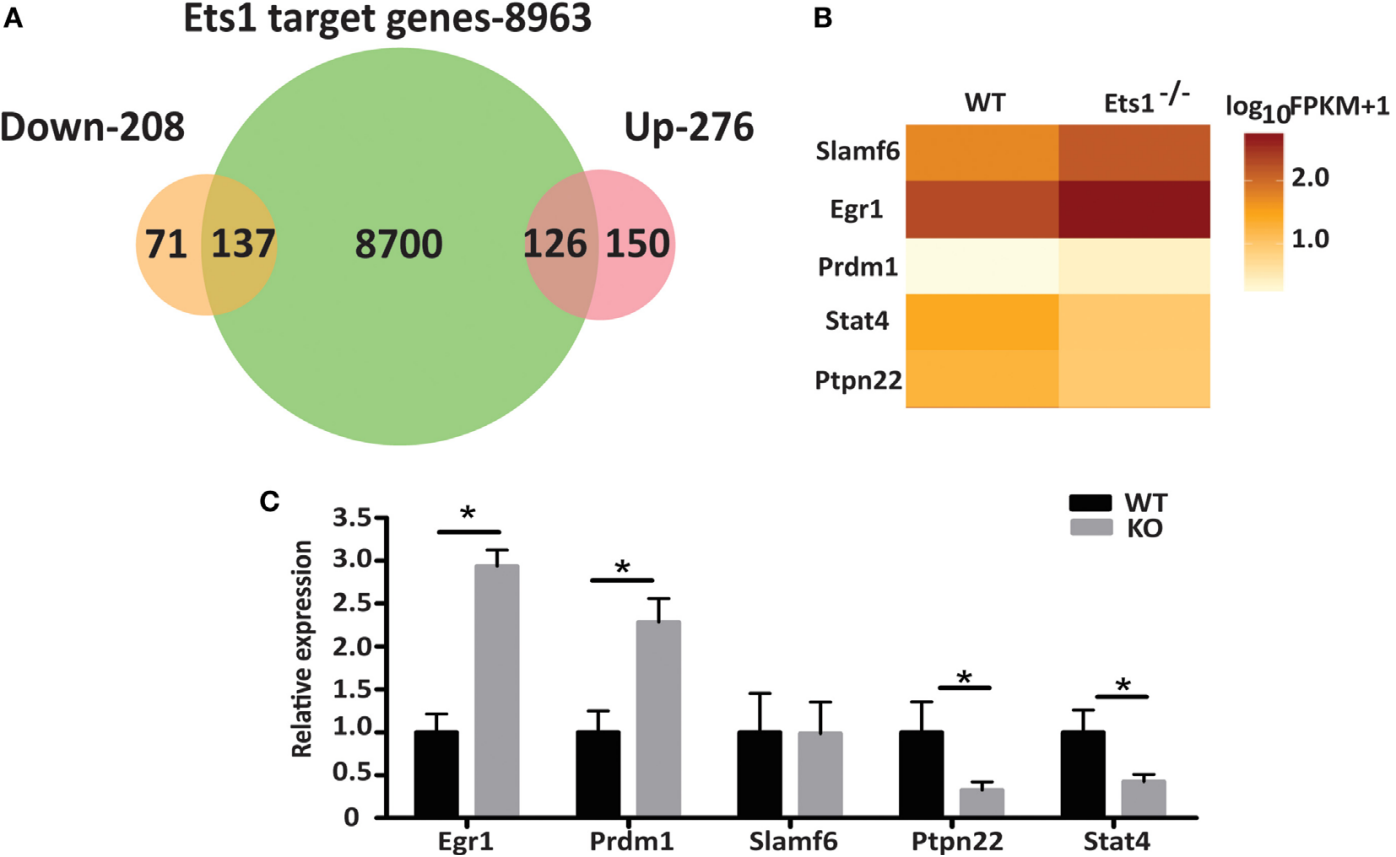
**Genes that are potential direct targets of Ets1**. **(A)** Venn diagram of overlap of ChIP-seq dataset with genes upregulated in the absence of Ets1 (276 genes) or downregulated in the absence of Ets1 (208 genes). **(B)** Heat map of selected Ets1 target genes associated with autoimmunity. **(C)** qPCR analysis of the expression of the target genes shown in part B (*n* = 4 for each genotype) using cDNA from sorted (B220^+^ CD23^hi^ CD21^low^ CD11b^neg^ CD80^neg^ IgA^neg^ IgE^neg^ IgG^neg^) follicular B cells. Shown is average ±SEM, *p < 0.05.

**Table 1:** **List of potential Ets1 target genes associated with autoimmune disease**.

Gene name	Change in *Ets1^−/−^* B cells	Autoimmune diseases linked to single-nucleotide polymorphisms in the gene (reference)	Function
Antxr2	Downregulated (4X)	Ankylosing spondylitis (68)	Membrane protein-binding extracellular matrix; unknown function in B cells
Ccdc88b	Downregulated (2X)	Sarcoidosis (69)	Coiled-coil domain protein of unknown function in B cells
Cr2	Downregulated (2.3X)	Systemic lupus erythematosus (70)	Receptor on B cells that binds complement fragment C3d
Gimap4	Downregulated (2.2X)	Behcet’s disease (71)	GTPase of unknown function in B cells
Ifi30	Upregulated (2.2X)	Multiple sclerosis (72)	Enzyme involved in antigen processing in B cells
Il6ra	Downregulated (2.3X)	Rheumatoid arthritis, type I diabetes (73)	Receptor for cytokine IL-6 involved in stimulating B cell proliferation and antibody-secreting cells (ASCs) formation
Itgam	Upregulated (3.3X)	Systemic lupus erythematosus (74); systemic sclerosis (75)	Integrin subunit involved in regulating BCR signaling
Nod2	Upregulated (5.2X)	Psoriasitic arthritis (76); Behcet’s disease (77)	Receptor for bacterial products like muramyl dipeptide; triggers NFκB activation in B cells
Pdcd1lg2	Downregulated (2.2X)	Ankylosing spondylitis (78)	Membrane-bound ligand for the PD-1 receptor that inhibits T cell activation
Pde2a	Downregulated (4X)	Rheumatoid arthritis (79)	Enzyme that degrades cAMP; unknown function in B cells
**Prdm1**	Upregulated (2.5X)	Systemic lupus erythematosus (80); rheumatoid arthritis (81)	Transcription factor driving ASC formation
**Ptpn22**	Downregulated (2.1X)	Type I diabetes (82); rheumatoid arthritis (83); systemic lupus erythematosus (84); antineutrophil cytoplasmic antibody-associated vasculitis (85); psoriatic arthritis (86); Myasthenia gravis (87); Graves’ disease (88)	A phosphatase that can regulate BCR signaling; variably reported to either enhance or suppress B cell responses
**Slamf6**	Upregulated (2.8X)	Graves’ disease (89)	Membrane receptor implicated in controlling B cell tolerance to self-antigens
**Stat4**	Downregulated (2.9X)	Behcet’s disease (90); rheumatoid arthritis (91); systemic lupus erythematosus (92); psoriasis (93); Sjogren’s syndrome (94); systemic sclerosis (95)	Transcription factor-mediating IL-12 signaling in B cells
Tlr1	Downregulated (4.6X)	Type I diabetes (96); Graves’ disease (97); alopecia areata (98)	Receptor with TLR2 to form a receptor for bacterial triacyl lipopeptide
Traf1	Downregulated (4.9X)	Rheumatoid arthritis (91); systemic lupus erythematosus (99); alopecia areata (100)	Signal transduction molecule that can associate with various TNF receptor family members including CD40, OX40, BCMA, and TACI
Zc3h12c	Upregulated (2.1X)	Psoriasis (101)	Transcription factor that inhibits inflammatory cytokine production
Zmiz1	Downregulated (2.7X)	Vitiligo (102); psoriasis (103)	PIAS-like co-regulator protein that is involved in regulating activity of transcription factors like p53 and Smads

*Genes noted in bold text are those which we follow-up on further in this report*.

We selected a subset of potential Ets1 target genes and designed primers to test their expression in qRT-PCR. 

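In the sequenced follicular B cells, Stat4 and Ptpn22 were lower and Slamf6 was higher in both *Ets1-/-* replicates than in both WT replicates, and none of the 3 genes passed the threshold on the adjusted p. Stat4, on chromosome 1 from 52043992 to 52164032 of mm9, had an FPKM of 24.7 ± 1.29 (SD, n = 2) in WT and 8.68 ± 3.22 (SD, n = 2) in *Ets1-/-* B cells, which makes the WT mean 2.85 times the *Ets1-/-* mean. Its log2 fold change of -1.45 (standard error 0.25) had an adjusted p of 0.0736 from limma with Benjamini-Hochberg adjustment, and 0.0189 with the replicate number as a block. Ptpn22, on chromosome 3 from 103663718 to 103716170, fell from 17.5 ± 0.0921 FPKM (SD, n = 2) to 8.18 ± 1.60 FPKM (SD, n = 2), with a log2 fold change of -1.02 (standard error 0.17, adjusted p = 0.0664 from limma with Benjamini-Hochberg adjustment). Slamf6, on chromosome 1 from 173847646 to 173879083, rose from 52.8 ± 5.05 FPKM (SD, n = 2) to 145 ± 34.8 FPKM (SD, n = 2), a log2 fold change of 1.43 (standard error 0.21). The adjusted p of Slamf6 from limma with Benjamini-Hochberg adjustment was 0.0535, and 0.0144 with the replicate number as a block. With each replicate left out in turn, the log2 fold change stayed between -1.80 and -1.11 for Stat4, between -1.20 and -0.85 for Ptpn22 and between 1.18 and 1.67 for Slamf6.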

The genes selected for further analysis were *Egr1, Stat4, Prdm1, Slamf6*, and *Ptpn22* as shown in Figure 4B and Figure S7 in Supplementary Material. qRT-PCR analysis showed that *Egr1, Stat4, Prdm1*, and *Ptpn22* all displayed a pattern of expression consistent with the RNA-seq results (Figure 4C). On the other hand, expression of *Slamf6* did not appear to change in the absence of Ets1 in this analysis.

Stat4 and Ptpn22 showed decreased expression in the absence of Ets1, while Egr1 and Prdm1 are elevated. Therefore, Ets1 may promote the expression of Stat4 or Ptpn22, while suppressing expression of Egr1 or Prdm1. Alternatively, these changes in Stat4, Ptpn22, Egr1, and Prdm1 may instead represent secondary changes in gene expression that reflect the fact that *Ets1^–/−^* B cells are primed to become activated and differentiate to ASCs, rather than being important drivers of the *Ets1^–/−^* B cell phenotype. If Ptpn22 or Stat4 were target genes that mediated the effects of Ets1 on B cell differentiation, then we would expect that expression of Stat4 and Ptpn22 in B cells might in part mimic the effects of expression of Ets1, such as its ability to suppress ASC generation. To test this, we cloned cDNAs encoding Stat4 and Ptpn22 into a retroviral vector so that we could restore expression of these genes to *Ets1^−/−^* B cells and overexpress them in WT B cells. WT or *Ets1^−/−^* splenic B cells were stimulated with LPS and infected with control virus (MIGR1), virus-expressing Ets1 (MIGR1-Ets1), or viruses-expressing Stat4 or Ptpn22 (MIGR1-Stat4 or MIGR1-Ptpn22). We monitored cellular differentiation to ASCs (B220^low^ CD138^+^) using flow cytometry in the GFP^+^ virally infected cells.

Western blot using extracts of virally infected B cells showed that B cells infected with Ptpn22 virus overexpress Ptpn22 (Figure 5A). Retrovirally expressed Stat4 was also easily detectable in the packaging cell line (Figure 5A), but its overexpression in B cells was less obvious due to the high levels of endogenous Stat4 in this cell type (Figure 5A). Viruses encoding Stat4 or Ptpn22 reproducibly resulted in low percentages of GFP^+^ virally infected B cells (5–10%) and low intensity of GFP staining, while empty virus or virus encoding Ets1 resulted in high percentages (40–80%) of GFP^+^ cells and high intensity of GFP staining (Figure 5B). Expression of Ets1 suppresses development of B220^lo^CD138^+^ plasmablasts compared to B cells infected with empty vector (MIGR1) (Figure 5C). On the other hand, we found that there was a dramatic increase in the B220^lo^CD138^+^ plasmablast cell numbers in B cells expressing Stat4 or Ptpn22 (Figure 5D), indicating that these genes stimulate the development of ASCs.

**Figure 5:**
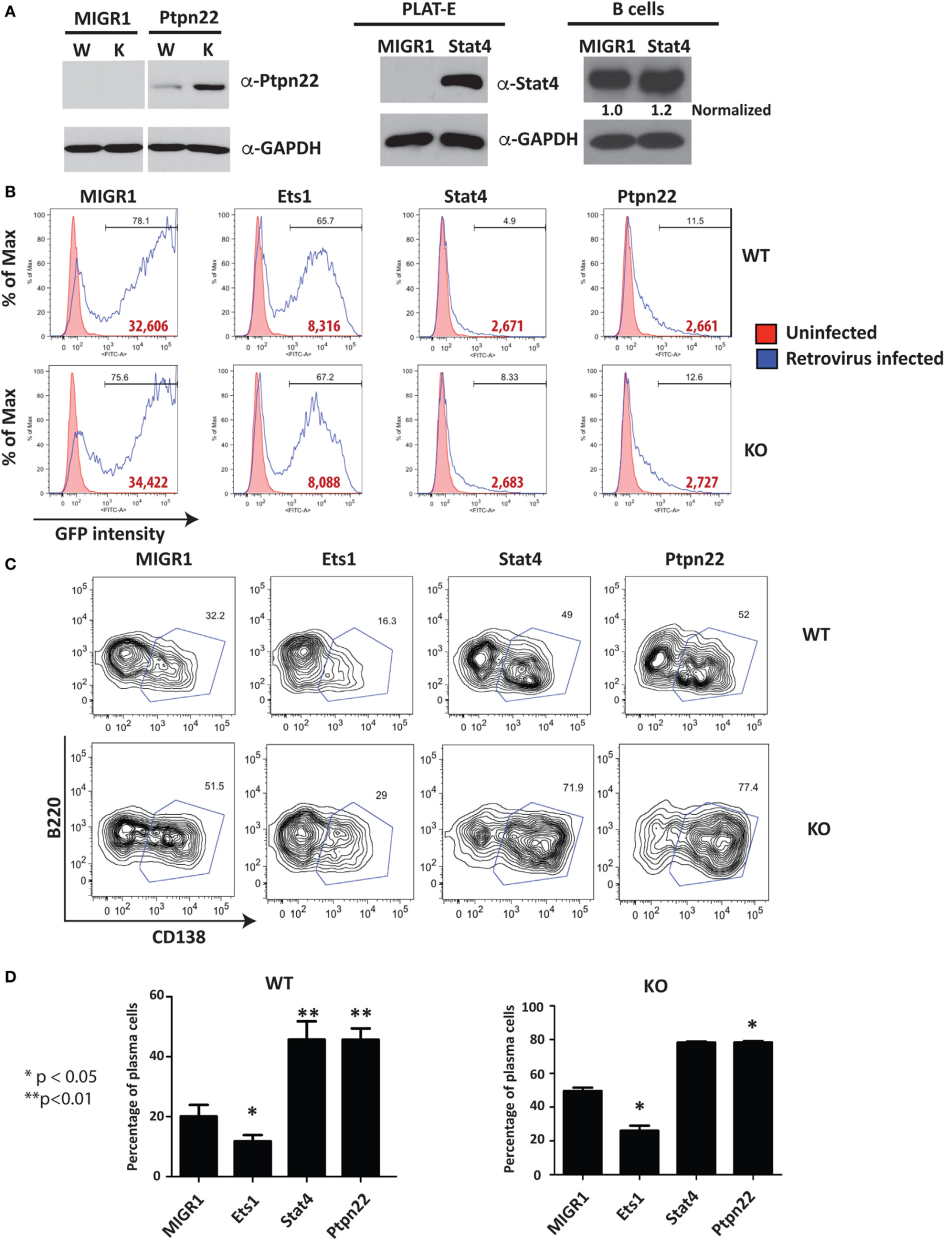
**Restoration of selected target genes in *Ets1^−/−^* B cells**. **(A)** Western blot analysis of Ptpn22 [with lysates from unsorted virally infected wild-type (W) and knockout (K) B cells] and Stat4 expression [with lysates from the packaging cell line (PLAT-E) or virally infected B cells (B cells); note that the small text under the Stat4 blot represents Stat4 expression levels normalized to GAPDH]. **(B)** Green fluorescent protein (GFP) profiles of virally infected cells. Red shaded curves are background staining of control non-infected cells, while open black curves are GFP staining in virally infected cells. Bold red type is the mean fluorescent intensity of GFP in the GFP^+^ gated population. **(C)** Analysis of GFP^+^ WT and *Ets1^−/−^* B cells to show differentiation to B220-low CD138^+^ plasmablasts (boxed). **(D)** Mean ± SEM of the percentage of plasmablasts within the GFP^+^ population in three independent viral infection experiments.

Unlike Stat4 and Ptpn22, Egr1 and Prdm1 were upregulated in *Ets1^−/−^* B cells by about twofold to threefold, suggesting that Ets1 represses expression of these genes. 

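In the RNA-seq data of sorted follicular B cells, Egr1, on chromosome 18 from 35020861 to 35024638 of mm9, had an FPKM of 191 ± 83.7 (SD, n = 2) in WT and 549 ± 123 (SD, n = 2) in *Ets1-/-* B cells, a ratio of means of 2.87. The WT replicates of Egr1 lay at 132 and 250.2 FPKM. Its log2 fold change of 1.57 (standard error 0.36) had an adjusted p of 0.133 from limma with Benjamini-Hochberg adjustment, and with each replicate left out in turn it ranged from 1.11 to 2.03. Prdm1, on chromosome 10 from 44156983 to 44248307, had an FPKM of 0.626 ± 0.0652 (SD, n = 2) in WT and 1.58 ± 0.141 (SD, n = 2) in *Ets1-/-* B cells, a ratio of 2.52. At these low values the log2(FPKM + 1) scale gives Prdm1 a log2 fold change of 0.66 (standard error 0.16), with an adjusted p of 0.150 from limma with Benjamini-Hochberg adjustment. For both genes the *Ets1-/-* replicates lay above the WT replicates, and neither passed the threshold on the adjusted p.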

We used a retroviral vector encoding shRNAs to knockdown expression of these genes in B cells (Figure 6A) (59). Expression of shRNA against Egr1 was effective in reducing levels of Egr1 protein in stimulated B cells (Figure 6B), but did not impair formation of B220^low^CD138^+^ plasmablasts (Figures 6C–E). The Prdm1 shRNA was also able to knockdown expression, although it was less efficient in *Ets1^−/−^* B cells (Figure 6B and data not shown). The Prdm1 shRNA did not alter ASC differentiation in WT or *Ets1^−/−^* B cells (Figures 6C–E), despite the fact that Blimp1 is known to be essential for plasma cell generation. This is likely because sufficient Blimp1 is still expressed to allow ASC differentiation. To further assess the role of Prdm1 in the phenotype of *Ets1^−/−^* B cells, we crossed *Ets1^−/−^* mice to mice carrying a GFP knock in allele in the *Prdm1* locus that disrupts expression of the *Prdm1* gene and leads to reduced levels of full-length functional Blimp1 protein (104). Homozygous *Prdm1* knockout mice carrying this allele die embryonically due to a combination of developmental defects, but heterozygous mice are viable (104). We generated *Ets1^−/−^Prdm1^gfp/+^* mice that carry a single copy of *Prdm1* and express reduced levels of Blimp1 (Figure 7A). The numbers of ASCs in these mice and control mice was quantitated using ELISPOT, which showed that reduced levels of *Prdm1* was not sufficient by itself to restrain excess ASC formation in the absence of Ets1 (Figure 7B). In summary, the changes in expression of the genes we tested (*Stat4, Ptpn22, Egr1* and *Prdm1*) cannot by themselves explain the effects of Ets1 on ASC formation.

**Figure 6:**
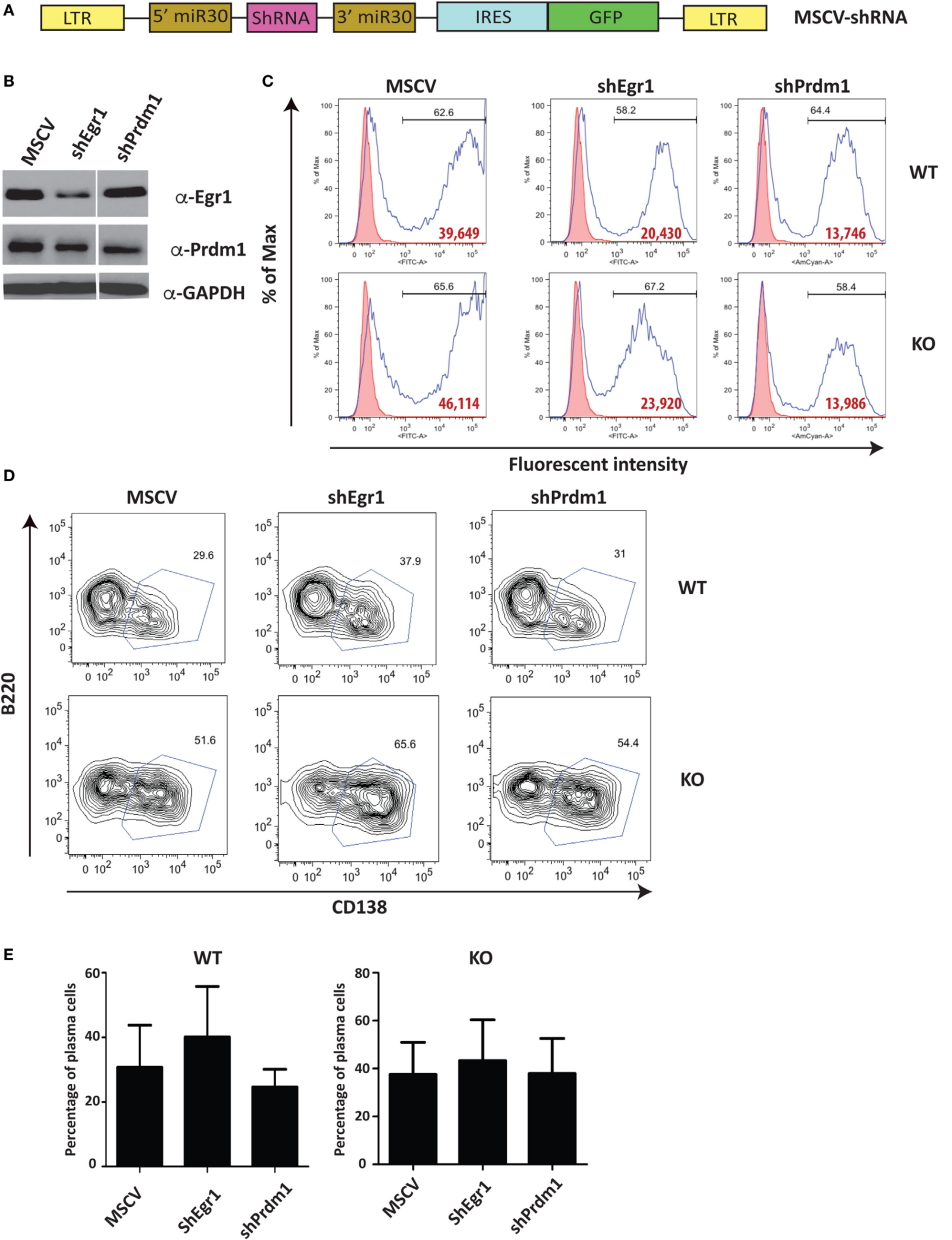
**Reduction of selected target genes in *Ets1^−/−^* B cells**. **(A)** Diagram of the retroviral construct encoding shRNAs used for knock down of gene expression in B cells. **(B)** Egr1 and Blimp1 expression analyzed by Western blot in lysates of B cells infected with shRNA viruses. **(C)** Green fluorescent protein (GFP) (MSCV and Egr1) and Ametrine (Prdm1) profiles of virally infected cells. Bold red type is the mean fluorescent intensity of GFP (or Ametrine) in the GFP^+^ (or Ametrine^+^) gated population. **(D)** B220 versus CD138 staining in the GFP^+^ (or Ametrine^+^) cells to show differentiation to B220-low CD138^+^ plasmablasts (boxed). **(E)** Mean ± SEM of the percentage of plasmablasts within the GFP^+^ (or Ametrine^+^) population in three independent viral infection experiments.

**Figure 7:**
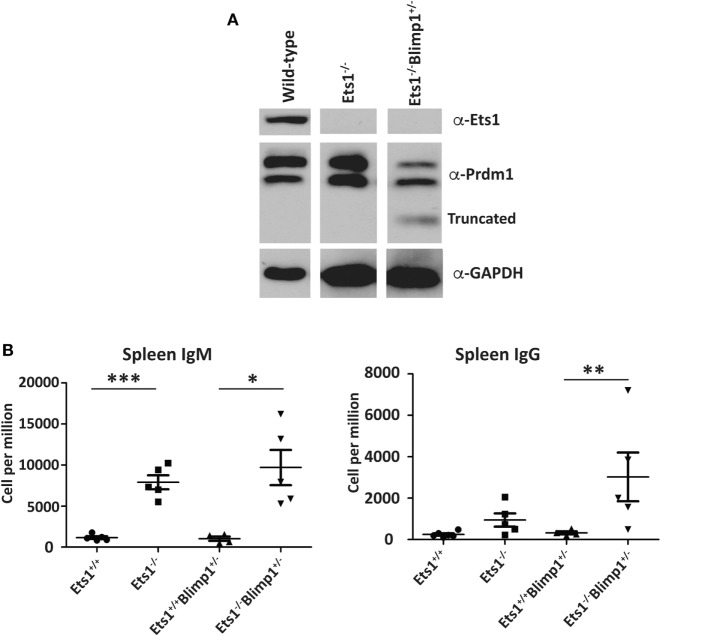
**Reduction of selected target genes in *Ets1^−/−^* B cells**. **(A)** Analysis of Blimp1 expression in lipopolysaccharide-stimulated *Ets1^+/+^, Ets1^−/−^*, and *Ets1^−/−^Prdm1^+/gfp^* B cells. The location of the full-length wild-type and the truncated proteins is indicated on the panel. **(B)** ELISPOT analysis of the numbers of IgM- and IgG-secreting cells in the spleens of unchallenged mice of the indicated genotypes (*n* = 4–5 for each genotype). *p < 0.05, **p < 0.01, and ***p < 0.001.

## Discussion

Over time, evidence has accumulated that Ets1 is a key regulator of B cell differentiation and that reduced levels of Ets1 are associated with the development of autoimmune diseases. We previously demonstrated that Ets1 controls B cell differentiation in part *via* the ability of Ets1 protein to directly bind to the Blimp1 protein and prevent Blimp1 interaction with DNA (22, 29). However, it remains unclear whether this protein–protein interaction is the main mechanism by which Ets1 inhibits B cell differentiation into ASCs or not. Because Ets1 is a transcription factor, it is important to understand what genes Ets1 regulates in B cells and how they may contribute to the control of B cell differentiation and secretion of autoantibodies. In this study, we show that Ets1 binds to and is required for normal expression of ~260 genes in mature B cells, including a subset of genes highly linked to immune responses and autoimmune disease susceptibility.

A large percentage (~50%) of the Ets1-binding sites, we identified in primary B cells, are localized in proximal promoters of genes in regions enriched for histone marks associated with active promoters (H3K4me3, H3K4me2, H3K9Ac, and H3K27Ac). Such a high percentage of binding sites in the proximal promoter is not always the case in ChIP-seq analyses of transcription factors. For instance, a ChIP-seq study of PU.1 and SpiB binding in the WEHI-279 B cell line found only ~15% of binding sites localized in the proximal promoter (105). Similarly, analysis of Runx1 binding in pro-B cells found that only ~10% of sites were in the proximal promoter of target gene (106). On the other hand, ChIP-seq analysis of Ets1 binding in human hematopoietic and embryonic stem cell lines showed that Ets1 binding was enriched in the promoter regions of genes in these cell types (107), although in the same study Ets1 binding was fairly equally distributed between promoters and enhancers in mouse cell lines. In the human Jurkat T cell line, Ets1 was shown to bind redundantly to proximal promoters of housekeeping genes along with other members of the Ets gene family, but to bind specifically to distal T cell enhancers (108). We found a similar pattern in primary mouse B cells, where Ets1 tends to bind only to the promoter of genes that have housekeeping functions (not shown). However, when Ets1 binds to distal regulatory elements (e.g., enhancer sequences) or to both promoters and distal regulatory sequences, those genes tend to be involved in specific B cell immune response pathways.

We previously showed that Ets1 can bind to the Pax5 gene, transactivate the Pax5 promoter and sustain Pax5 expression in differentiating B cells (22, 29). Here we confirm using ChIP-seq that Ets1 binds to both the Pax5 promoter and to the intron 5 B cell-specific enhancer of Pax5. However, somewhat surprisingly the levels of Pax5 mRNA are not significantly changed in *Ets1^−/−^* B cells as compared to WT B cells, as detected by RNA-sequencing. Several explanations could account for this. 

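Other members of the Ets family were expressed in the sorted follicular B cells. Fli1, Spi1, Spib, Elk4, Elf1, Elf2, Gabpa and Etv3, of which Spi1 is listed under its older symbol Sfpi1, had mean WT values between 14.6 and 279.8 FPKM. Their log2 fold changes in *Ets1-/-* B cells lay between -0.43 and 0.23. Of these 8 genes 0 passed the thresholds, and 1, Etv3, had an unadjusted p under 0.05. Etv3, on chromosome 3 from 87329329 to 87344078 of mm9, had a log2 fold change of -0.43 (standard error 0.14, adjusted p = 0.273 from limma with Benjamini-Hochberg adjustment). Spib, on chromosome 7 from 51781365 to 51787441, had the highest log2 fold change, 0.23 (standard error 0.18), with an adjusted p of 0.717 from limma with Benjamini-Hochberg adjustment. The sign of the change depended on which replicate was left out for Fli1, Spi1, Elk4 and Gabpa, and for Gabpa also on quantile normalization, so no direction is given for them. Changes of 2-fold were not called in the simulated data, so smaller changes of these genes are not excluded.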

First, other Ets family members expressed in B cells (such as Fli1, Spi1, Spib, Elk4, Elf1, Elf2, Gabpa, and/or Etv3) could bind to these sites in the absence of Ets1 and compensate to maintain Pax5 expression. Supporting a potentially redundant role for Ets family transcription factors in regulating Pax5 gene expression, the Ets protein PU.1 can also bind to Pax5 enhancer sequences (64, 109). Alternatively, Ets1, specifically, may be required to maintain Pax5 expression, but may only regulate the gene at certain stages of development or in response to certain stimuli. Finally, it is also possible that the Ets-binding sites at these regions might represent fortuitous binding without functional significance. Similar arguments may be made for the many other genes in which we detected Ets1 binding, but whose expression does not change in B cells lacking Ets1. For instance, we found that Ets1-binding sites were detected in many genes involved in the BCR signaling pathway. Yet, the expression of most of these genes was unchanged in the absence of Ets1. Indeed, only ~3% of genes with a nearby Ets1-binding site showed altered expression in mature Ets1 knockout B cells.

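Of the genes marked as bound in the BCR signaling scheme of Figure S4, 25 single genes were tested in the RNA-seq data, with mean WT values between 19.6 and 1775 FPKM. Their median log2 fold change in *Ets1-/-* B cells was 0.01, and the range was from -0.52 to 1.57. None, 0 of 25, passed the thresholds, and 3, Egr1, Foxo1 and Bcl6, had an unadjusted p under 0.05. Egr1 was the 1 gene with at least a 2-fold change, and it passed only with the crossed pairing as a block, which was chosen after seeing the data. Foxo1, on chromosome 3 from 52072259 to 52154031 of mm9, fell from 51.5 ± 0.646 FPKM (SD, n = 2) to 35.6 ± 2.83 FPKM (SD, n = 2), a log2 fold change of -0.52 with an adjusted p of 0.180 from limma with Benjamini-Hochberg adjustment. Bcl6, on chromosome 16 from 23965138 to 23988938, fell from 33.0 ± 0.710 FPKM (SD, n = 2) to 22.8 ± 2.17 FPKM (SD, n = 2), a log2 fold change of -0.51 with an adjusted p of 0.194 from limma with Benjamini-Hochberg adjustment. For 9 of the 25 genes the values of the genotypes did not overlap. Ets1 itself is among the 25 and among these 9. Its log2 fold change of -0.14 says little, since the *Ets1-/-* transcript still has reads over the other exons.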

Interestingly, among the genes identified that had at least one Ets1-binding site nearby and whose expression changed in *Ets1^−/−^* B cells, we found many that have previously been implicated in immune responses and autoimmune disease susceptibility based on genome-wide SNP assays. We chose two genes whose expression is reduced in *Ets1^−/−^* B cells (Stat4 and Ptpn22) and restored their expression using retroviral vectors. An unexpected result of our study is that expression of either Stat4 or Ptpn22 has an opposite effect to the expression of Ets1 (i.e., Ets1 expression suppresses LPS-induced plasmablast formation, while Stat4 and Ptpn22 both promote this process). This observation is interesting in light of the fact that Stat4 and Ptpn22 are both strongly associated with susceptibility to multiple different autoimmune diseases (110, 111).

Stat4 is best known as a transcription factor activated downstream of IL-12 signaling where it plays an important role in the production of IFN-γ (112). In B cells, Stat4 and IL-12 signaling have been most closely linked to differentiation of B cells to B effector type 1 (Be1) cells that secrete IFN-γ (113). However, our results suggest that Stat4 has additional B cell-intrinsic effects that promote the formation of ASCs, since retrovirally induced production of Stat4 potentiated LPS-induced formation of B220^lo^CD138^+^ plasmablasts. This was true even though Stat4 was expressed at low levels in B cells using our retroviral construct. This effect of Stat4 may be independent of its roles in promoting IFN-γ production, although further studies are needed to confirm this. Recent data show that a lupus-associated SNP in the *STAT4* gene leads to increased Stat4 expression (114), supporting the idea that higher Stat4 expression may promote autoimmunity. Interestingly, knockout of the Stat4 gene reduces autoantibody production in lupus-prone B6.TC mice (115). These results are consistent with the data in this manuscript that show Stat4 expression is increased in B cells from autoimmune-prone *Ets1^−/−^* mice and that Stat4 expression in B cells potentiates development of ASCs.

We found that retroviral expression of Ptpn22 also potentiates formation of plasmablasts in response to LPS. In myeloid cells, Ptpn22 promotes TLR signaling by stimulating Traf3 autoubiquitination (116). It may play a similar role in B cells, resulting in increased LPS-derived signals that promote ASC generation. Altogether, our data indicate that Stat4 and Ptpn22 have opposite roles compared to Ets1 in regulating formation of ASCs in response to LPS stimulation. The low levels of Stat4 and Ptpn22 transcripts in *Ets1^−/−^* B cells may, therefore, be due to secondary changes in the cells in an attempt to compensate for excessive B cell activation and differentiation in the absence of Ets1.

We also investigated roles for two genes whose expression is upregulated in *Ets1^−/−^* B cells, *Egr1*, and *Prdm1*. Recently, B cells lacking Egr1 were shown to undergo reduced differentiation to CD138^+^ plasmablasts when cultured with LPS (117). Furthermore, Egr1 knockout mice secrete less antigen-specific antibody in response to immunization with a T-dependent antigen (117). Since Egr1 is overexpressed in *Ets1^−/−^* B cells, reducing the levels of this gene might be expected to reverse the phenotype of *Ets1^−/−^* B cells and reduce ASC numbers. We used shRNA to knockdown Egr1 in B cells undergoing differentiation and found that this did not change ASC generation in either WT or *Ets1^−/−^* B cells. Thus, Egr1 appears not to be an essential Ets1 target gene regulating B cell differentiation, but rather is likely upregulated as a secondary consequence of B cell activation.

Ets1-binding sites are found in the *Prdm1* locus and Ets1 has previously been suggested to directly repress transcription of the *Prdm1* gene in Th1-skewed T cells (118). Since Blimp1, the protein encoded by the *Prdm1* gene, is a key transcription factor driving ASC formation, it is reasonable to assume that the approximately twofold upregulation of Prdm1 in *Ets1^−/−^* B cells might explain their propensity to differentiate to ASCs. To test this, we used both knockdown of *Prdm1* in cultured B cells as well as gene-targeted mice. Knockdown of Prdm1 by shRNA did not impair ASC generation, potentially, because the knockdown did not fully eliminate Blimp1 expression. As an alternative approach to test whether reducing Blimp1 levels could restore normal ASC differentiation to mice lacking Ets1, we crossed *Ets1^−/−^* mice with mice carrying a heterozygous GFP knock in mutation in the Blimp1 locus that reduces Blimp1 expression by 50%. In the resulting *Ets1^−/−^Prdm1^gfp/+^* mice, Blimp1 levels in *Ets1^−/−^* B cells are normalized. Yet, these mice still show an excess of splenic ASCs. Therefore, Ets1-dependent repression of Blimp1 expression does not seem to be an essential mechanism for preventing ASC generation.

## Conclusion

Our study has provided a genome-wide list of target genes for the key B cell transcription factor Ets1. Given that normal expression of Ets1 is required to prevent autoimmune disease, it is interesting that a number of these Ets1 target genes are genes identified as susceptibility alleles of autoimmune diseases. We expect that our results will be helpful in gaining insight into the molecular mechanisms that contribute to autoimmune disease and the roles of B cells in this process.

## Availability of Data and Material

The datasets generated during the current study (RNA-seq and ChIP-Seq of Ets1 in B cells) are available in the GeoDatasets repository accession number GSE83797, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83797.

## Ethics Statement

Animal experiments were performed under the approval and guidance of the Institutional Animal Care and Use Committee (IACUC) of Roswell Park Cancer Institute protocol #UB1104M, “Ets Transcription Factors in Hematopoiesis.”

## Author Contributions

PS performed most experiments with help from AK. PS, SN, and LG-S wrote the manuscript. All authors read and approved the final version.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Genome-Wide Identification of Target Genes for the Key B Cell Transcription Factor Ets1
**Source:** Front Immunol. 2017 Apr 7;8:383. doi: 10.3389/fimmu.2017.00383

Supplemental Figure 1

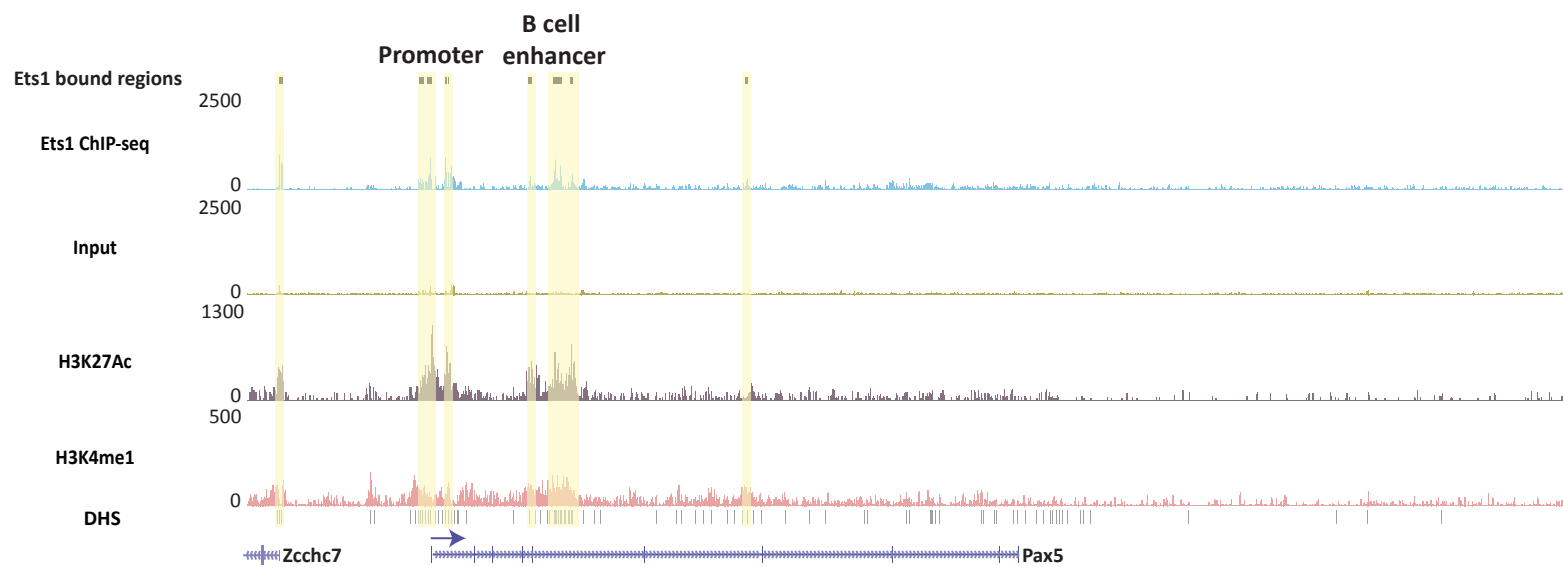

## Supplemental Figure 2

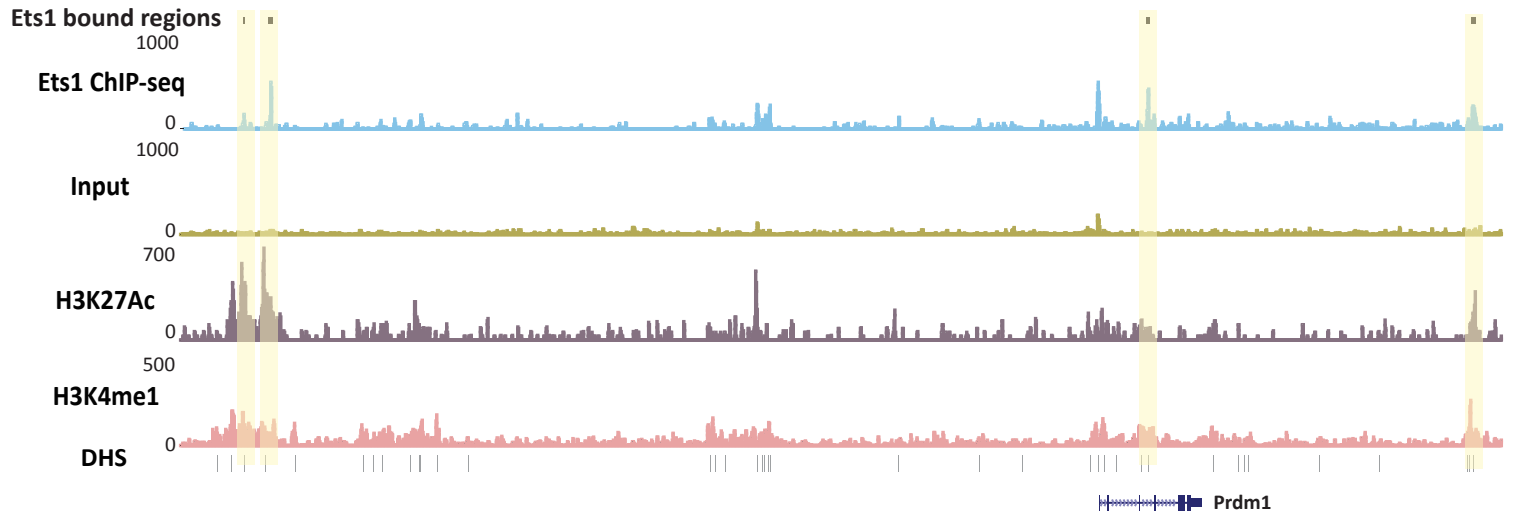

# Supplemental Figure 3

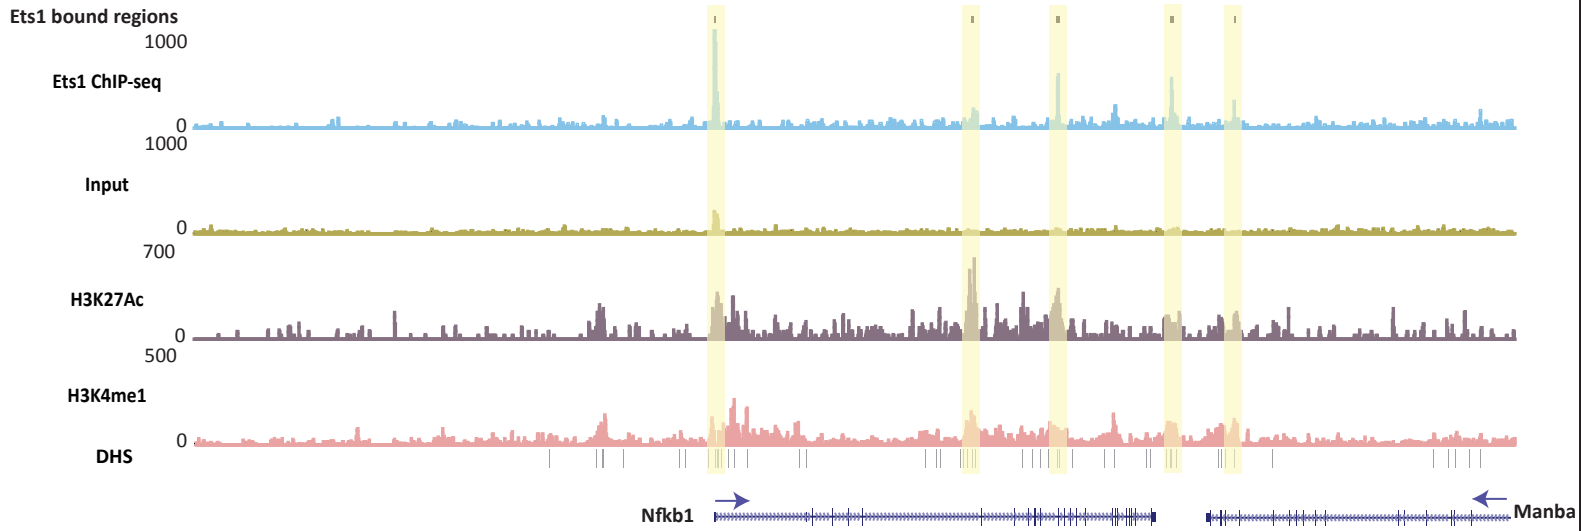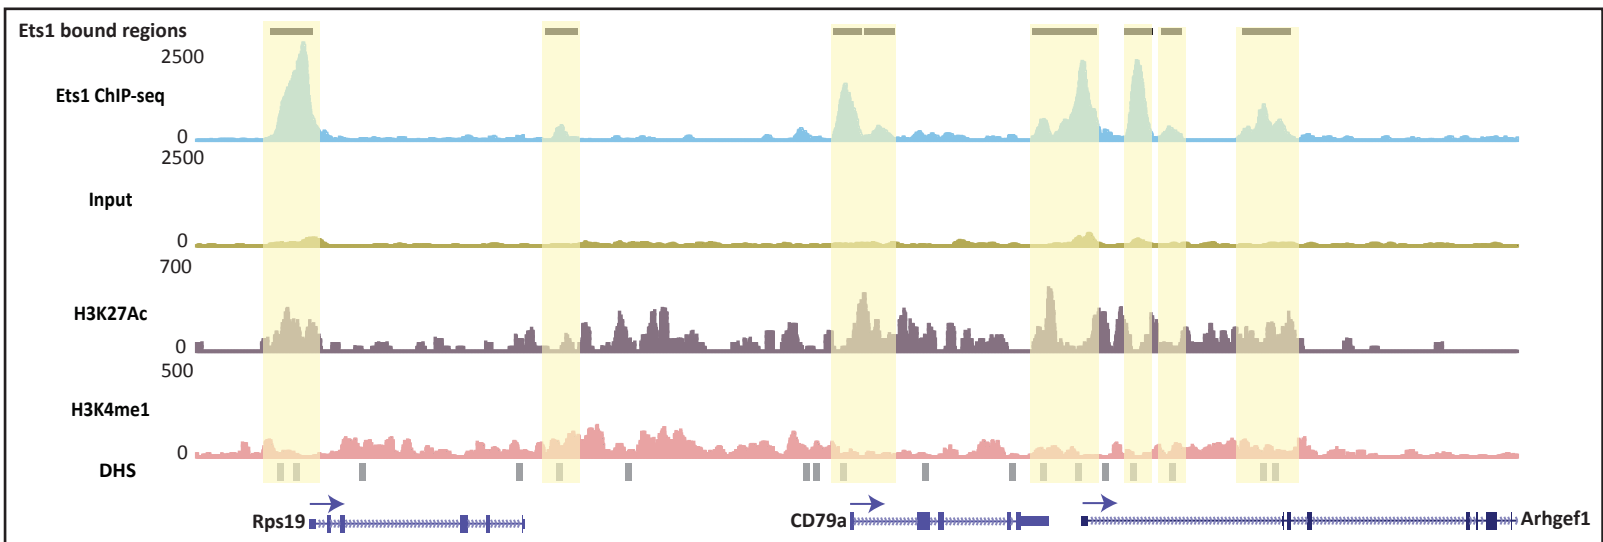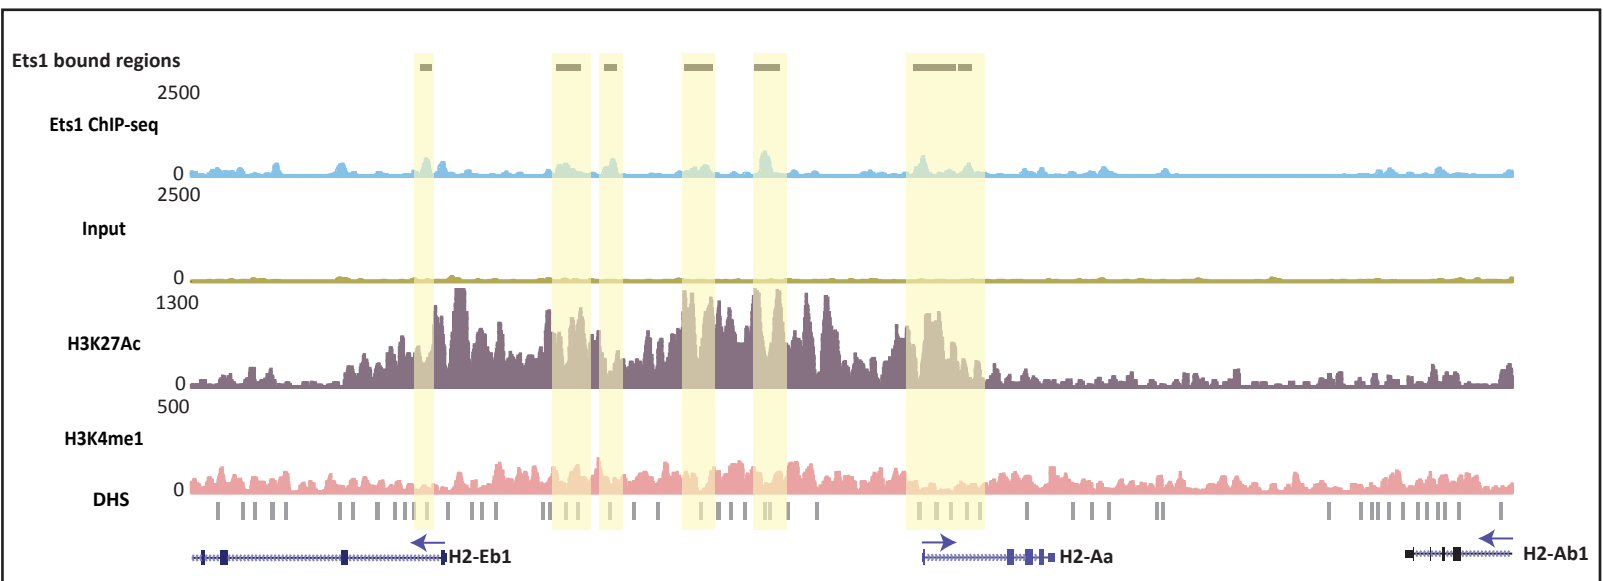

Supplemental Figure 4

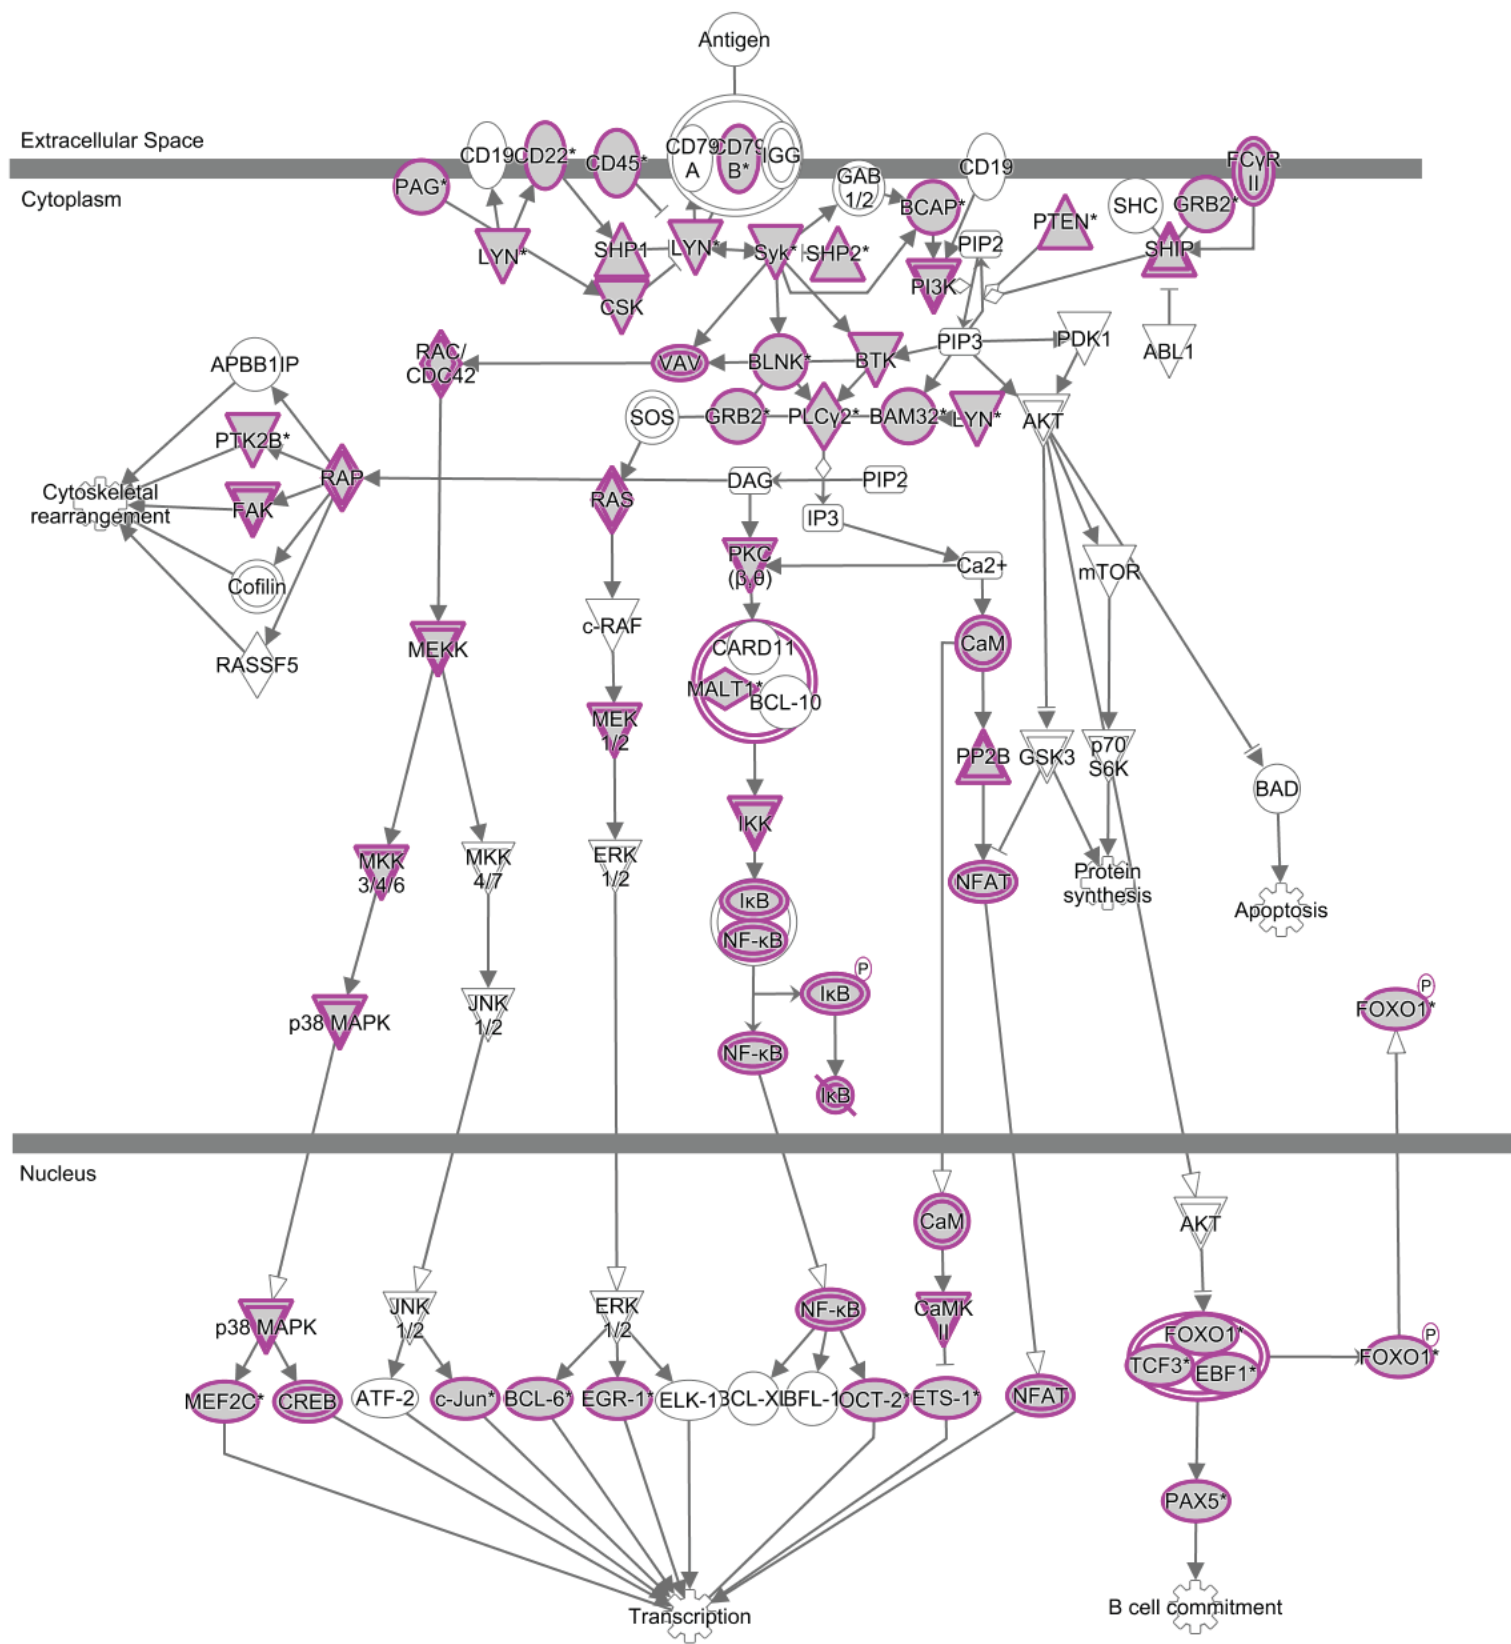

Supplemental Figure 5

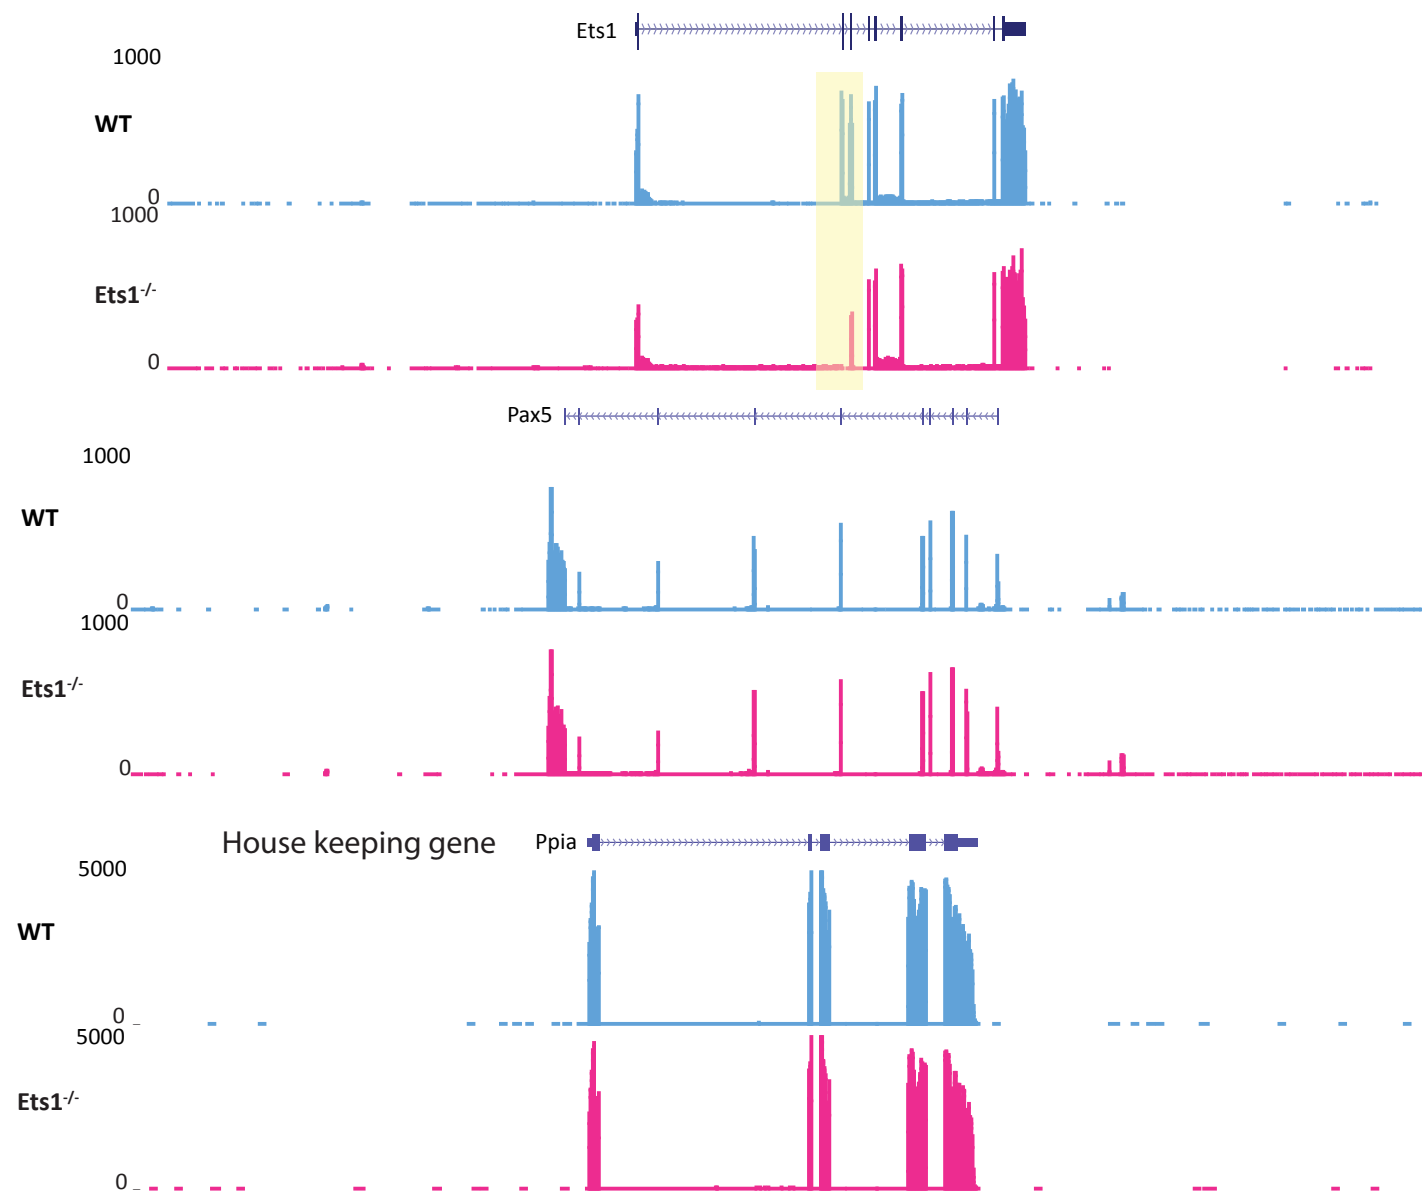

Supplemental Figure 6

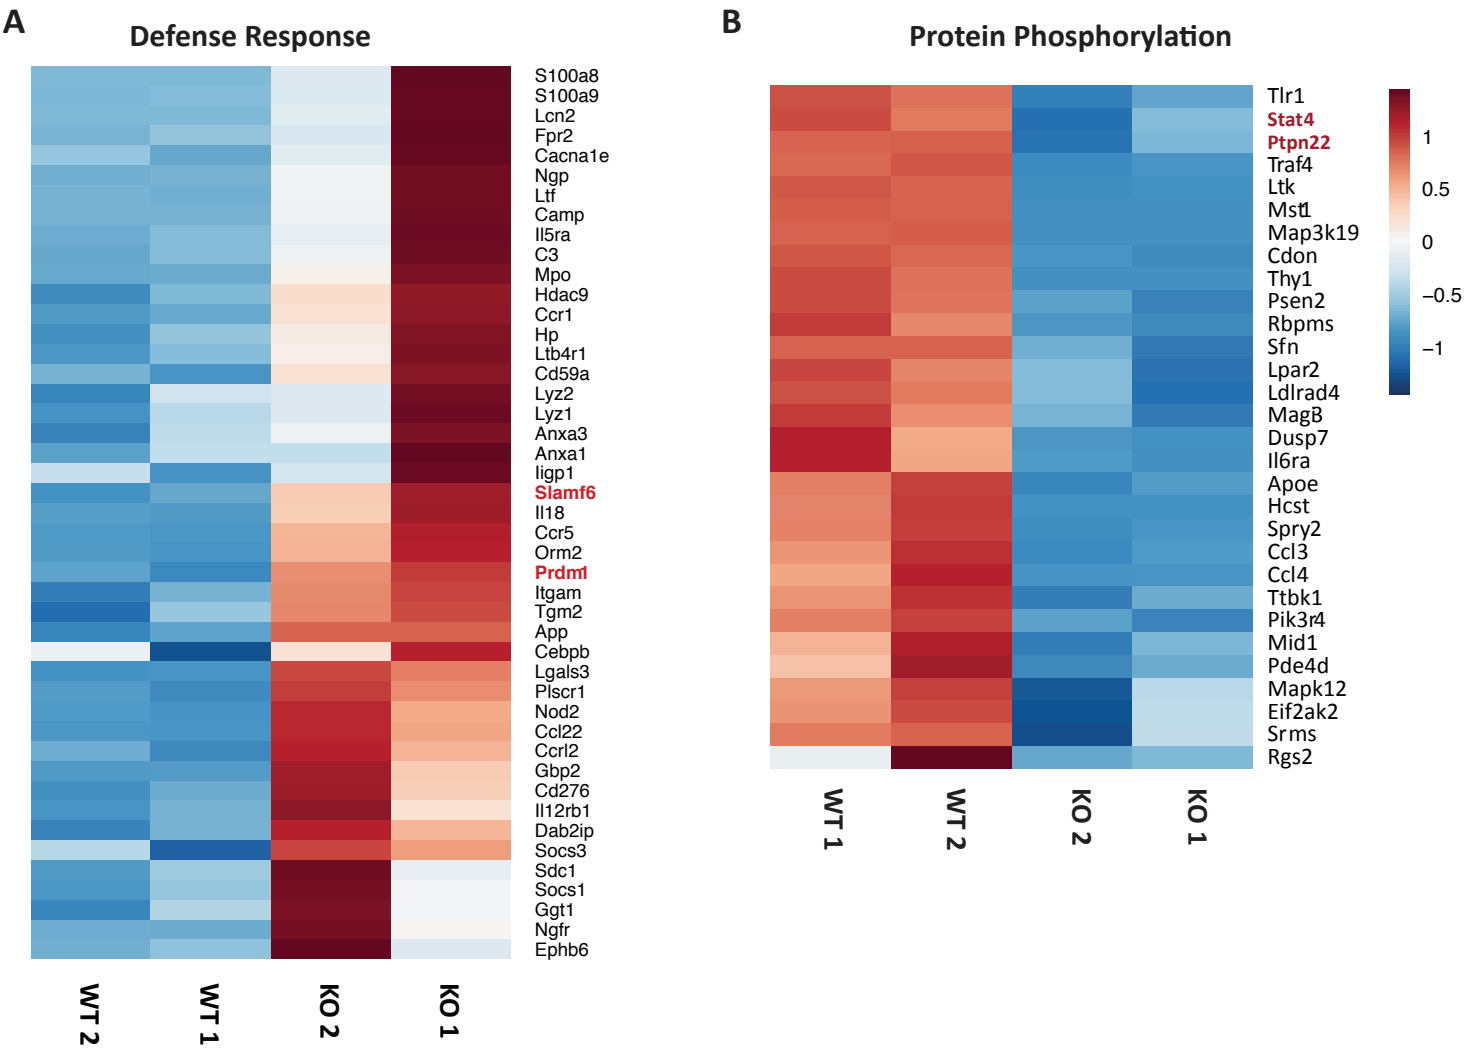

Supplemental Figure 7

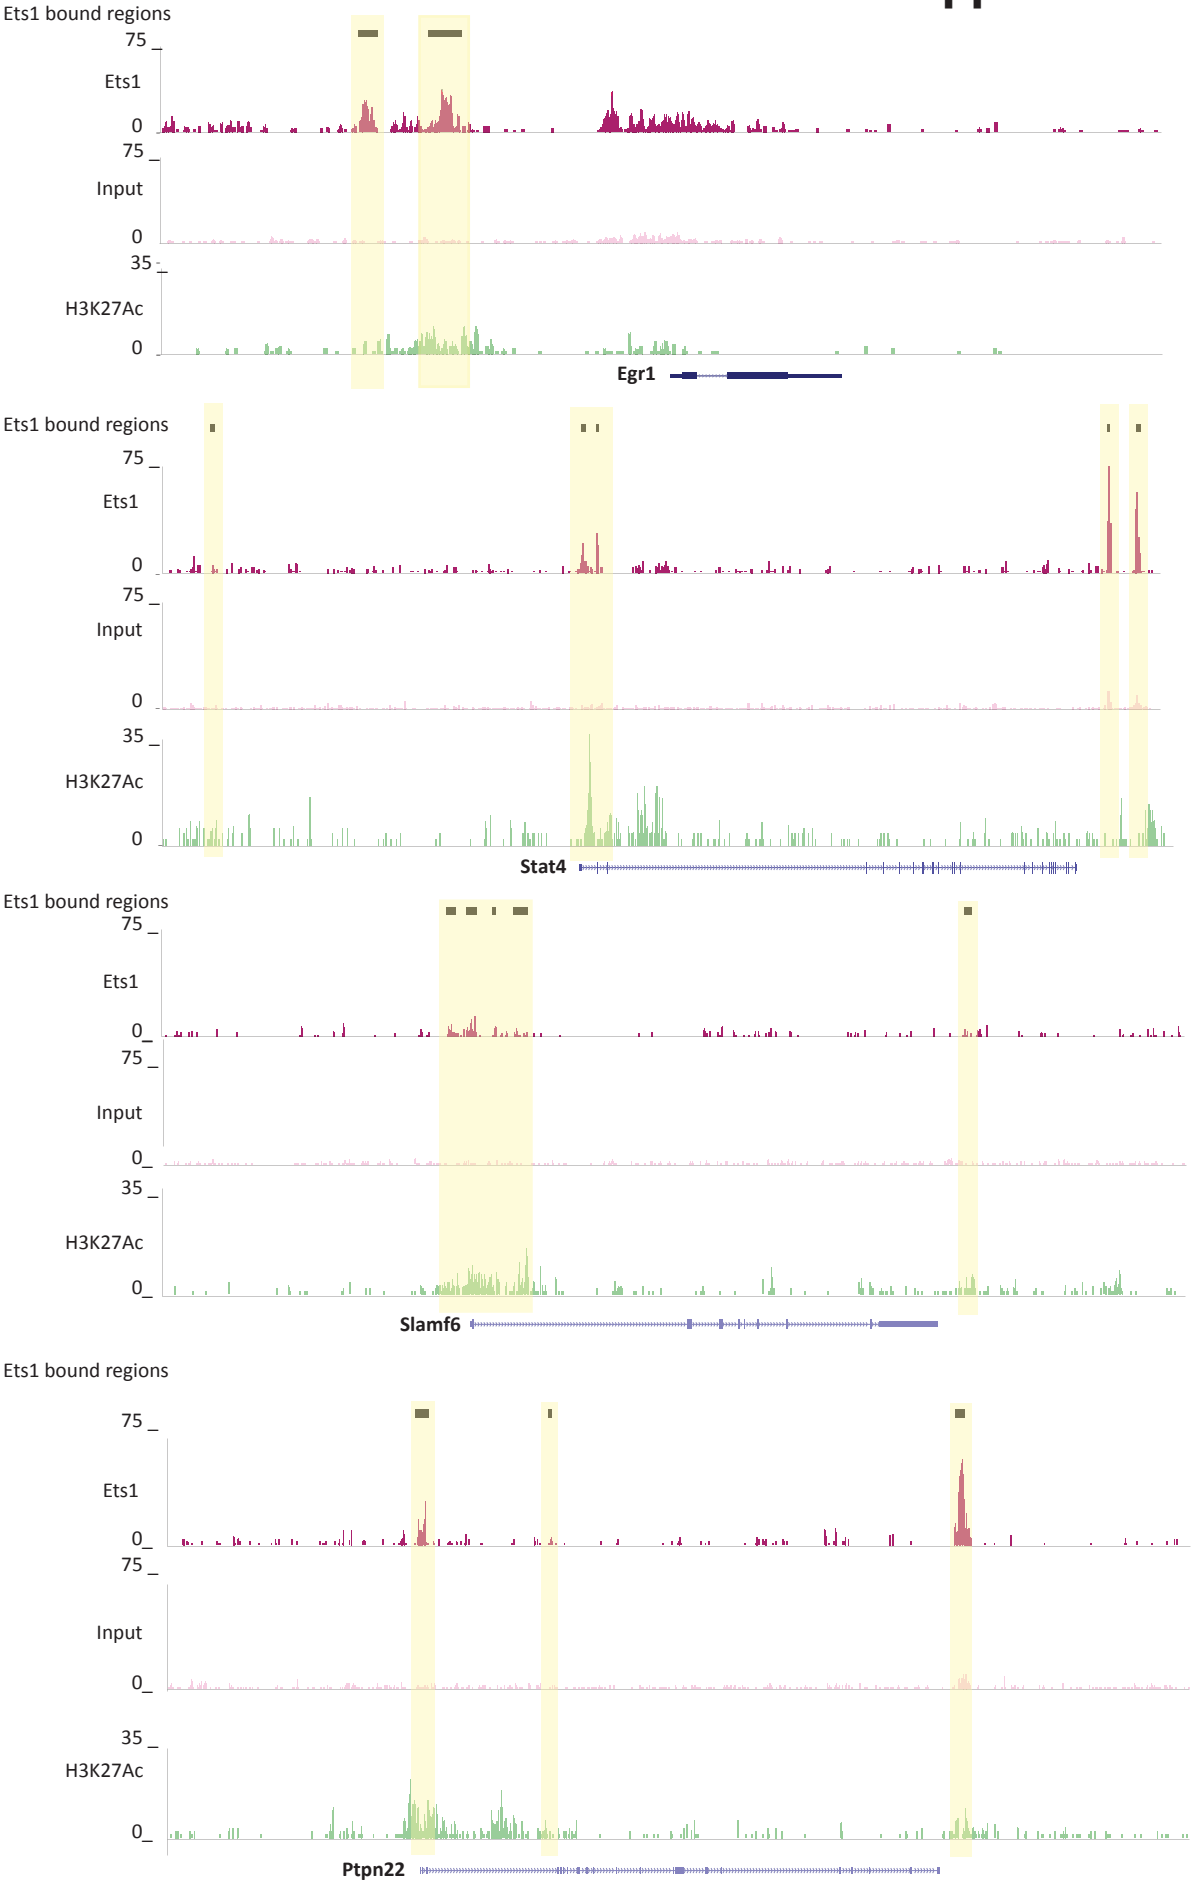

**Supplement:** Figure S1 — Ets1-binding sites in the Pax5 gene. The genomic locus of the mouse Pax5 gene (bottom) with Ets1-binding sites indicated as black bars along the top of the figure and by vertical columns of yellow shading. Note that Ets1 is strongly enriched at the promoter and in Intron 5 where a known B cell-specific enhancer is localized. Also shown are peaks of H3K27 acetylation and H3K4 monomethylation derived from the mouse ENCODE datasets, which mark active enhancers and promoters.

How the deposited data were processed for this re-analysis (not part of the article)

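The RNA-seq data of sorted, quiescent follicular B cells were analysed from 2 WT and 2 *Ets1-/-* libraries, each from 1 sample of spleen cells of female mice. The authors aligned the reads to the mm9 genome with Tophat, estimated expression with Cuffdiff and deposited 1 table of FPKM values per library, so the FPKM values already include the division by gene length and by mapped reads, and any further scaling between libraries by Cuffdiff. The paper's text does not name the gene annotation, the program versions or that scaling. Reads were not realigned, and the test that the authors ran on aligned reads was not rerun.

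The comparison had been designed for read counts, with limma on log2(FPKM + 1) as the fallback if the files held FPKM. They hold FPKM, so the fallback was used, and tests that need counts were not run. Of 23309 entries per library, 4 with repeated symbols were left out and 25 symbols had been turned into dates by a spreadsheet. Of the 23305 genes, 17315 were above 0 in any library and 21162 (90.8%) matched a gene of the GENCODE M1 annotation of mm9, from which positions and exon lengths were taken. Of 97 ribosomal protein symbols 1 was at 0 in all libraries, so a gene is described only as listed at 0. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on mean expression, residual degrees of freedom 2 and prior degrees of freedom 3.10) over all 4 libraries, for the 10949 genes with a mean FPKM of at least 1 in either genotype. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called changed at an absolute log2 fold change of at least 1 and an adjusted p of 0.05 or less. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. All fold changes given as log2 are on the log2(FPKM + 1) scale, which understates those of low genes.

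The fit was tested on simulated data for 10949 genes, 200 of them changed, all by the same fold on the log2(FPKM + 1) scale. At a 4-fold change 90% of the changed genes were recovered, with 12 false calls among 192, and at a 2-fold change 0% were recovered. The depth of each library was estimated only relative to WT replicate 1, from the steps between low FPKM values, and the deepest library had 2.00 times the depth of the shallowest. Precision is given as the SD between the 2 replicates of a genotype and the standard error of the fit; no test other than the model across all genes was made on single genes, since 2 samples against 2 cannot reach a p under 0.05 by permutation.

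The replicate numbers of the sample labels are shared between the genotypes, which is where the pairing in the fit with a replicate block comes from; the methods describe no pairing. The genes named are those the paper names for its RNA-seq data, the genes of Table 1 and Figures S4 and S6, the 5 changed genes with the largest rise and the 5 with the largest fall without overlap between the genotypes, and, in the closing section, genes on marker lists written before their test or lying near one another on a chromosome. The 3 reference genes of the qPCR were looked up outside this rule. Alternatives covered the pseudocount, the filter on low values, the threshold on the adjusted p, a test against a 1.5-fold change, the replicate block, each replicate left out in turn, the crossed pairing, robust variance estimation, quantile and upper-quartile scaling, genes shorter than 200 bases, and no test. The ChIP-seq data, the annotation of pathways, the qPCR and the viral experiments were not analysed here, and 1 gene of Figure S6A is not reported here. A label of Figure S6B that matched no gene symbol was left out.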

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

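The tests on genes shorter than 200 bases and on the ratio of fragments between replicates were chosen only after the result was seen. Among the genes called changed, the 5 with the largest rise and the 5 with the largest fall are genes the paper does not discuss, and each was far above the level in the other genotype.

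Of these 10 genes, 6 are microRNA genes, which the libraries of the other genotype list at 0. Mir1949 (log2 fold change 7.24) was listed at 109 and 207 FPKM in the *Ets1-/-* replicates, Mir1901 (6.77) at 111 and 106, Mir17 (6.19) at 74.0 and 70.5, and Mir1930 (5.70) at 37.0 and 70.5. Mir186 (-7.47) was listed at 330 and 94.1 FPKM in the WT replicates and Mir19a (-6.25) at 140 and 40.0. Of these, 5 are known to be short, for example 84 bases for Mir17 and Mir1930, so a few fragments may give a large FPKM; Mir1949 has no exon length in the annotation used and is not part of the comparison by length. Mir17 and Mir1930 have the same value in *Ets1-/-* replicate 2, and in *Ets1-/-* replicate 1 the value of Mir17 is 2 times that of Mir1930, as whole fragments on genes of 1 length would give. Across all genes shorter than 200 bases 14.3% of 477 values above 0 were listed identically for another gene of the same library, against 2.38% of 57675 values of longer genes, which is more than for longer genes but far from most values. Mir17 (up) and Mir19a (down) both lie between 115442893 and 115443303 of chromosome 14 of mm9 and changed in opposite directions. With robust variance estimation Mir186 and Mir19a no longer passed (adjusted p of 0.0706 and 0.0863 from limma with Benjamini-Hochberg adjustment), and Mir19a did not pass without the filter on low values or at an adjusted p of 0.01 either. For a gene of fixed length, the FPKM ratio of the replicates times the ratio of their relative depths, which were estimated from other genes, is the ratio of their fragments. In the genotype that expressed the gene, this ratio of replicate 1 to replicate 2 was 2.00 for Mir17, Mir186, Mir1901 and Mir19a and 1.00 for Mir1930 and Mir1949. Of the 9 changed genes that are shorter than 200 bases or are microRNA genes without a known length, 100% had a ratio within 0.1% of 0.5, 1 or 2, against 0 of the 164 changed longer genes and 60 of the 10083 tested longer genes. Values that rest on 1 or 2 fragments per library would give these ratios, and so would larger counts in the same proportions, which the ratios alone do not exclude. A candidate explanation for the changes of all 6 microRNA genes, Mir1949 included, is therefore 1 or 2 fragments per library, and no effect of Ets1 on them can be read from these values.

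The other 4 genes are longer or have no mm9 position. Gm5779 (log2 fold change 6.54) was listed at 0.267 FPKM in both WT replicates and at 104 and 132 in the *Ets1-/-* replicates. Pydc3 (-4.25) fell from 45.7 and 44.7 FPKM to 1.64 and 1.23, Il9r (-4.17) from 50.2 and 43.5 to 1.76 and 1.54, and Crisp3 (-4.09) from 17.9 and 23.8 to 0.262 and 0.272. In each case the replicates of a genotype lie close together, and none of the 4 has a fragment ratio within 0.1% of 0.5, 1 or 2 (1.499 for Gm5779, 0.583 for Pydc3, 0.658 for Il9r and 0.427 for Crisp3). The value of Gm5779 is near 3 to 2, but unlike the 6 microRNA genes it was above 0 in the other genotype. If its 0.267 FPKM in each WT library rests on at least 1 whole fragment, 104 and 132 FPKM rest on many. This argues against few fragments behind its *Ets1-/-* values. A loss or gain this large may come from the strain as well as from Ets1, since the WT mice were C57BL/6 and the *Ets1-/-* mice of mixed background. Changed genes were more common near Ets1, where sequence of the second strain is expected (Bonferroni-adjusted exact p = 0.0210, and exact p = 0.129 for the 20 Mb window alone). That test does not bear on these 4 genes, since Pydc3, Il9r and Crisp3 lie on chromosomes 1, 11 and 17 and Gm5779 has no position. Runs of neighbouring changed genes were not clearly more common than by chance (permutation p = 0.111), although Il9r is in such a run with Snrnp25 and Rhbdf1. The split of the libraries by depth gave 14 changed genes, a count that does not test depth, since each genotype has 1 deeper and 1 shallower library. The 2 deeper libraries, WT replicate 2 and *Ets1-/-* replicate 1, differed at 0.267 against 104 FPKM for Gm5779 and 44.7 against 1.64 for Pydc3. They were at 43.5 against 1.76 for Il9r and 23.8 against 0.262 for Crisp3. The 2 shallower libraries differed in the same direction for each gene, which argues against depth as the cause for these 4 genes. Reads shared with related genes were not tested. A biological effect of Ets1 on these 4 genes cannot be told apart from a strain difference.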

How the results depend on the processing

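None of the tests in this part was chosen only after the result was seen, but these settings were chosen after seeing the data: the crossed pairing, robust variance estimation, quantile normalization, upper-quartile scaling, leaving out genes shorter than 200 bases, and the count by the ratio of mean FPKM without a test. The count without a test on the log2(FPKM + 1) scale was set before. The thresholds, the fit and the other settings were chosen before the data were examined. Tests that need read counts (DESeq2, edgeR with upper-quartile normalization, its quasi-likelihood test with and without robust estimation, limma-voom, and filters on counts, CPM or RPKM) were not run.

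The number of changed genes, 186 (96 up, 90 down), depended on the setting. It was 75 (37 up, 38 down) without the filter on low values, 50 (24 up, 26 down) at an adjusted p of 0.01 or less and 81 (39 up, 42 down) in the test against a 1.5-fold change. Requiring a mean FPKM of at least 1 in both genotypes gave 133, 63 of them up. The replicate block gave 266, with 154 up, and the crossed pairing 409 (244 up, 165 down). Robust variance estimation gave 305 (165 up, 140 down) and leaving out genes shorter than 200 bases 303, with 168 up. A ratio of mean FPKM of at least 2 without a test gave 803 (458 up, 345 down). A pseudocount of 0.1 (204 genes), quantile normalization (182) and upper-quartile scaling (172) stayed within 1.5 times of 186. So did the totals of the filter in both genotypes (133) and the replicate block (266), but not their upregulated genes, 63 and 154 against 96. The median log2 fold change of all genes was -0.02 as deposited, -0.01 after quantile normalization and -0.02 after upper-quartile scaling. Leaving out the short genes changes the variance estimate that all genes share, and the cause of the rise was not tested further.

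Of the 18 Table 1 genes 7 passed; 1 passed without the filter and 1 at an adjusted p of 0.01, 2 in the test against a 1.5-fold change, 9 with the replicate block (without Gimap4, with Itgam, Stat4 and Slamf6), 14 with the crossed pairing, and 13 both with robust estimation and without short genes. Of the 44 genes of Figure S6A analysed here 8 passed, against 1 without the filter, 1 at an adjusted p of 0.01, 2 against a 1.5-fold change, 21 with the replicate block, 29 with the crossed pairing, 13 with robust estimation and 18 without short genes. Of the 29 genes of Figure S6B analysed here 13 passed, against 7, 5, 8, 17, 24, 20 and 20 without the filter, at 0.01, against a 1.5-fold change, with the replicate block, with the crossed pairing, with robust estimation and without short genes. None of the 25 BCR signaling genes, Ets1 itself among them, passed, 3 having an unadjusted p under 0.05, but 1 did with the crossed pairing. Of the 8 Ets family genes 0 passed under every setting run, and 1 had an unadjusted p under 0.05 in the fit as designed. The cause of these shifts was not tested.

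At least a 2-fold change without a test was found for 512 genes, for 784 with a pseudocount of 0.1, for 297 with an FPKM of at least 1 in both genotypes, and for 536 to 593 across the 4 counts that each left out one replicate. The share of changed genes under 4-fold, 60.8%, was 40.2% with a pseudocount of 0.1, 32.0% without the filter, 68.4% with the filter in both genotypes, 6.0% at an adjusted p of 0.01, 19.8% in the test against a 1.5-fold change, 74.6% with the crossed pairing, 76.4% with robust estimation and 74.3% without short genes.

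Of the 5 genes followed up, all kept their direction under every setting run. Egr1 (log2 fold change 1.57) passed only with the crossed pairing (adjusted p = 0.00104 from limma with Benjamini-Hochberg adjustment), and Prdm1 under none. Stat4 (-1.45) passed with the replicate block, the crossed pairing, robust estimation and without short genes (0.0189, 0.000520, 0.0240 and 0.0334 from limma with Benjamini-Hochberg adjustment). Slamf6 (1.43) passed with the same settings (0.0144, 0.000842, 0.0142 and 0.0239 from limma with Benjamini-Hochberg adjustment) and with the filter in both genotypes (0.0497). Ptpn22 (-1.02) passed with the crossed pairing, robust estimation and without short genes (0.00162, 0.0246 and 0.0352 from limma with Benjamini-Hochberg adjustment). Across the 4 fits that each left out one replicate, the log2 fold change ranged from 1.11 to 2.03 for Egr1, from 0.61 to 0.72 for Prdm1, from -1.80 to -1.11 for Stat4, from 1.18 to 1.67 for Slamf6, from -1.20 to -0.85 for Ptpn22 and from -0.26 to -0.01 for Ets1. These ranges carry no test.

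Signs changed for genes close to 0. Pax5 (0.08) was -0.040 after quantile normalization and ranged from -0.13 to 0.29 with replicates left out. Ppia (0.19) was -0.10 and Gabpa (-0.01) 0.030 after quantile normalization. With replicates left out the range was from -0.18 to 0.042 for Fli1, from -0.16 to 0.35 for Spi1, from -0.13 to 0.22 for Elk4, from -0.27 to 0.25 for Gabpa and from -0.28 to 0.21 for Hprt. Of 49 other named genes, 11 lost and 9 gained an adjusted p of 0.05 or less (0.01 in the stricter setting) under at least 1 setting, some of the latter with a log2 fold change under 1, and 4 moved by more than the replicate SD with a replicate left out. The files give no number of reads and the paper's methods give only a range over the samples. How far the depth of each library limits these results was not determined. In the simulated data 2-fold changes were not recovered and 90% of 4-fold changes were; changes between these were not simulated.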

Differences from the paper's values

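The paper reports 484 changed genes, 208 down and 276 up, where 186 genes, 90 down and 96 up, passed in limma with the 2-fold minimum on the log2(FPKM + 1) scale, which is stricter for low genes than a minimum on the FPKM ratio. Of the alternatives set before the data were examined, those that apply a test brought none of these 3 numbers within 1.5 times of the paper's, the closest of them being the replicate block with 266 genes, 112 down and 154 up. The crossed pairing, chosen after seeing the values, gave 409, 165 and 244, within 1.5 times of the paper's 484, 208 and 276. Robust variance estimation, also chosen after seeing the values, gave 140 down against the paper's 208, within 1.5 times, but 305 in all and 165 up, which were not. Without any test, a count set before the data were examined, 512 genes changed at least 2-fold on the log2(FPKM + 1) scale. Of these 213 were down and 299 up, all 3 within 1.5 times of the paper's. Under settings chosen after seeing the values this count was 514 after quantile normalization, 512 after upper-quartile scaling and 431 without genes shorter than 200 bases. Under settings chosen before, it was 784 with a pseudocount of 0.1 and 297 with a mean FPKM of at least 1 in both genotypes. Neither is within 1.5 times of the paper's 484. By the ratio of mean FPKM, chosen after seeing the values, it was 803, also not within 1.5 times. Counted at an unadjusted p under 0.05, a number computed after the data were seen, 387 genes changed at least 2-fold.

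The paper describes the changes as mostly between 2-fold and 4-fold. On the log2(FPKM + 1) scale 60.8% of the 186 changed genes were under 4-fold, but by the ratio of mean FPKM 35.5% were. In Table 1 the paper lists 18 genes as changed; all 18 ratios of mean FPKM lie within 1.04 times of the paper's fold changes, but 11 of the 18 genes did not pass the threshold on the adjusted p. Il5ra (adjusted p = 0.259), Egr1 (0.133), Prdm1 (0.150), Stat4 (0.0736), Slamf6 (0.0535) and Ptpn22 (0.0664), which the paper names as targets, did not pass it either in limma with Benjamini-Hochberg adjustment, and Il5ra and Prdm1 also stayed under a log2 fold change of 1 on the log2(FPKM + 1) scale. In its discussion the paper states that Stat4 is increased in B cells of *Ets1-/-* mice, while its results give a decrease; here its log2 fold change was -1.45, lower in both *Ets1-/-* replicates.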

Other observations

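The widths of the window around Ets1, the comparison of chromosomes, the repeats without marker genes and the look at the qPCR reference genes were chosen only after the result was seen.

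Neutrophil granule genes had higher mean values in *Ets1-/-* B cells. Of a list of 18 marker genes 17 were tested and all 17 rose by their mean (for Anxa1 *Ets1-/-* replicate 2, at 16.06 FPKM, lay just under WT replicate 1, at 16.12), with a median log2 fold change of 2.48, above all 10000 random sets of the same size and expression; 4 of them are among the 96 upregulated genes. All 17 were also higher in *Ets1-/-* replicate 1 than in replicate 2, by a median log2 ratio of 1.36 (from 0.69 to 1.98), again above all 10000 random sets. A shared rise that is larger in 1 replicate for every marker is consistent with RNA from a few neutrophils in the sorted *Ets1-/-* cells (median log2 ratio 1.36), though a response of the B cells themselves cannot be excluded. The sort for the RNA-seq names no CD11b gate, while the sort for the qPCR excluded CD11b-positive cells; Itgam, which encodes CD11b, was at 2.37 and 1.56 FPKM in WT and 6.78 and 6.01 in *Ets1-/-* B cells. The *Ets1-/-* replicates of Itgam differed by a ratio of only 1.13, less than for any of the 17 markers, so Itgam does not follow the replicate difference of the markers. Of the 44 genes of Figure S6A analysed here 8 are on the neutrophil list and 11 on any marker list.

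Other marker lists gave mixed results. For macrophages and monocytes (13 genes tested, 11 of them up) the median log2 fold change was 0.35, at percentile 99.9 of random sets, and the log2 ratio of *Ets1-/-* replicate 1 to 2 was 0.63, but the WT replicates differed as much, by 0.69, which bears on the replicate ratio and not on the genotypes. For erythroid cells 5 genes were tested, with medians of 1.88 and 1.14, both above all 10000 random sets, and 4 of the 5 rose by their mean. The 1.88 is the value of Hba-a2, at 0.00849 and 0.894 FPKM in WT and 24.4 and 0.0113 in the *Ets1-/-* replicates. The rise of Hba-a2 thus rests on *Ets1-/-* replicate 1 alone. Hbb-b1, Hba-a1 and Alas2 were higher in both *Ets1-/-* replicates than in both WT replicates. Markers of T cells (-0.07), plasma cells (0.13), marginal zone B cells (-0.13) and platelets (-0.03, 1 gene) lay within the range of random sets by genotype. Marginal zone markers were higher in *Ets1-/-* replicate 1 than in replicate 2 for 9 of 10 genes.

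Changed genes were more common near Ets1, where the targeted allele is expected to bring sequence of the second strain, assuming that it was made in that strain. Within 5 Mb of Ets1 3 of 30 tested genes changed (exact p = 0.0124, two-sided Fisher's test), within 10 Mb 4 of 47 (exact p = 0.00699) and within 20 Mb 6 of 186 (exact p = 0.129), against about 1.6% elsewhere; adjusted over the 3 widths by Benjamini-Hochberg these are 0.0186, 0.0186 and 0.129. The smallest p multiplied by 3 is 0.0210, and the excess in the widest window alone, 3.23% against 1.60%, was not significant. The genes are Ap1m2, St14, Ddx25, Slc37a2, Thy1 and a RIKEN gene between 40702932 and 40772201 of chromosome 9, which rose from 0.0164 and 0.00935 FPKM to 29.5 and 22.0. Over the 20 chromosomes, chromosome 9, which carries Ets1, had the highest share, 20 of 566 genes or 3.53% (exact p = 0.000921, Benjamini-Hochberg adjusted 0.0184). Of these 20 genes 6 lie within 20 Mb of Ets1, and Ngp, Ltf and Camp are neutrophil markers. Without the genes of the marker lists, which also takes out Thy1, a T cell marker and 1 of the 6 genes near Ets1, the share was 16 of 557 or 2.87% (exact p = 0.0202), which did not pass the Benjamini-Hochberg adjustment (0.403). A strain difference around Ets1 is a candidate explanation for some of these changes (0.0210), and an effect of Ets1 on its neighbours would look the same.

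If strain segments elsewhere caused changes, changed genes would often be neighbours on a chromosome. There were 5 such pairs among 164 changed genes with a position, against 2.54 expected from 100000 expression-matched draws, no clear excess (one-sided permutation p = 0.111). The 171 genes with a position and at least 200 bases that were 2-fold or more apart between the *Ets1-/-* replicates gave 9 neighbouring pairs where 2.75 were expected, 3.27 times as many (one-sided permutation p = 0.00181). Those 9 pairs include Prtn3 with Elane and a pair with Hbb-b1, which are marker genes; without marker genes 7 pairs remained against 2.15 expected (one-sided permutation p = 0.00628). Segments segregating between *Ets1-/-* mice may contribute to this, although the paper's text does not say whether each sample came from a single mouse. The inbred WT mice give no useful contrast, since only 49 genes with a position and at least 200 bases differed 2-fold between them and 0.223 pairs were expected, with 0 seen, so the pattern cannot be told apart from another difference between the *Ets1-/-* samples (3.27).

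Slamf6 rose in the RNA-seq data and was reported by the paper as unchanged in qPCR, where both genotypes were of mixed background. The 39 tested genes within 1 Mb of Slamf6 had a mean absolute log2 fold change of 0.29, against 0.26 for expression-matched random sets, at percentile 73.0 of them. Of the 39 genes 1 was called changed. By its mean the region as a whole did not change more than others, but a mean over 39 genes can hide changes of a few. Pydc3, from 175604042 to 175628523 on the same chromosome, fell by a log2 of -4.25 and lies outside this window. A wider window and a strain difference at Slamf6 alone were not tested, so a strain difference is not excluded for Slamf6.

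Depth was tested by refitting the other splits of the 4 libraries. The 2 deeper against the 2 shallower libraries gave 14 changed genes and 68 at an unadjusted p under 0.05, the split by replicate number 8 and 19, and the split by genotype 186 and 387. Each genotype has 1 deeper and 1 shallower library, and the genotype difference adds to the residual of the other splits. Low counts there follow from the design and do not test depth. The relative depths were 1.00 and 1.75 in the WT and 1.67 and 0.876 in the *Ets1-/-* libraries. Values that only rose or only fell with depth would therefore overlap between the genotypes. Genes with overlap cannot reach the thresholds with 2 libraries per genotype, so the balance of depths keeps such an effect from being called. That all 186 changed genes were without overlap follows from the selection and is no separate evidence about depth. With the crossed pairing as a block, chosen after seeing the data, 409 genes passed. Changed genes had shorter exons than the other tested genes, with a mean log2 difference in length of -0.34 (permutation p = 3e-05 over 100000 shuffles). A bias by gene length may therefore act on which genes are called. The exon length used for a gene is the same in all 4 libraries, so the shuffles do not test whether length acts differently in the genotypes.

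Of the 3 reference genes to which the paper's qPCR was normalized, Actb was lower in *Ets1-/-* B cells, 1558 ± 55.4 against 829.8 ± 108 FPKM (SD, n = 2), a log2 fold change of -0.91 (adjusted p = 0.140 from limma with Benjamini-Hochberg adjustment). Gapdh (0.33, adjusted p = 0.659) and Hprt (-0.04, adjusted p = 0.986) in the same limma fit with Benjamini-Hochberg adjustment changed less, and the mean over the 3 genes was -0.21. No biological explanation was tested for these values.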
